# Intestinal epithelial formyl peptide receptor 2 contributes to intestinal epithelium homeostasis and injury repair by regulating intestinal stem cell and transit-amplifying cell proliferation and differentiation

**DOI:** 10.1093/lifemeta/loaf045

**Published:** 2025-12-24

**Authors:** Shuting Yu, Lele Song, Wunier, Shuyu Ouyang, Youpeng Ding, Lixing Zhan, Yi Arial Zeng, Yingying Le

**Keywords:** formyl peptide receptor 2, intestinal epithelium homeostasis, intestinal stem cell, transit-amplifying cell, Wnt pathway, intestinal epithelium injury repair

## Abstract

Intestinal stem cells (ISCs) play critical roles in the self-renewal and regeneration of the intestinal epithelium under physiological conditions and after injury, respectively. However, the underlying mechanisms are not fully understood. In this study, we investigate the role of the G protein-coupled receptor formyl peptide receptor 2 (FPR2) in intestinal epithelium homeostasis and regeneration. In mice, knocking out *Fpr2* in either intestinal epithelial cells (IECs) or ISCs significantly reduces villus height and crypt depth by impairing ISC and transit-amplifying (TA) cell proliferation and differentiation, primarily TA cell differentiation. Mechanistic studies using intestinal organoid culture and bulk and single-cell RNA sequencing revealed that activation of FPR2 promotes proliferation and differentiation of ISCs and TA cells by activating the wingless/integrated (Wnt), Notch, and Hippo signaling pathways via protein kinase C (PKC)−extracellular signal-regulated kinase (ERK). Under physiological conditions, the Wnt and Notch signaling pathways mediate the regulation of ISC proliferation and differentiation by FPR2. *Fpr2* deficiency in mouse IECs exacerbates X-ray- and 5-fluorouracil-induced villus and crypt injury, and delays intestinal epithelium regeneration by reducing ISC and TA cell proliferation. Administering an FPR2 agonist to mice significantly increases survival rates and accelerates intestinal epithelium regeneration after irradiation. Taken together, these results demonstrate that intestinal epithelial FPR2 plays a key role in intestinal epithelium homeostasis and regeneration by promoting ISC and TA cell proliferation and differentiation. FPR2 is a potential therapeutic target against chemotherapy- and radiotherapy-induced intestinal injury.

## Introduction

The intestine is the primary organ responsible for digestion and absorption of nutrients in mammals. The intestinal epithelium renews every 3 to 5 days in most mammals and is responsible for nutrient absorption, energy metabolism, and barrier function [1, 2]. Intestinal stem cells (ISCs), located at the bottom of intestinal crypts, maintain the renewal and function of the intestinal epithelium through self-renewal and differentiation into various intestinal epithelial cell (IEC) types [3, 4]. ISCs are also essential for the regeneration of intestinal epithelium after injury, such as intestinal mucosal injury caused by radiotherapy and chemotherapy for malignant tumors [5, 6]. The fate and function of ISCs under phy­siological conditions and after intestinal mucosal injury are regulated by a variety of microenvironmental factors, such as wingless/integrated (Wnt), Notch ligands, epidermal growth factor, bone morphogenetic protein, and R-spondins, produced by Paneth cells and mesenchymal cells [3, 7, 8]. The gut microbiota and its products are also involved in the regulation of ISC proliferation and differentiation [9, 10]. ISCs express the pattern recognition receptors (PRRs) including Toll-like receptor 4 (TLR4) and nucleotide-binding oligomerization domain-containing protein 2 (NOD2) [11, 12]. The TLR4 agonist lipopolysaccharide from crypt-specific core microbiota inhibits ISC proliferation, increases ISC apoptosis, and enhances goblet cell lineage differentiation [11, 13]. TLR4 regulation of ISCs contributes to the pathogenesis of necrotizing enterocolitis [11]. Gut microbiota-derived NOD2 agonist protects ISCs from oxidative stress-mediated cell death and promotes intestinal epithelial regeneration [12, 14]. NOD2 supports intestinal epithelial regene­ration after radiation-induced intestinal epithelium injury [15]. These results suggest that activation of PRRs by bacterial products leads to distinct fates of ISCs. Investigating whether other PRRs contribute to the regulation of ISC fate under physiological conditions and after intestinal epithelium injury will provide new insights into the mechanisms involved in intestinal epithelium homeostasis and identify potential targets for the treatment of intestinal epithelium injury.

Formyl peptide receptor 2 (FPR2) is a G protein-coupled receptor that belongs to the FPR family [16, 17]. Mouse FPR2 is a homolog of human FPR2 [18]. FPR2 is a PPR that recognizes a variety of ligands, including bacterial and viral peptides, host-produced peptides and lipids, synthetic peptides, and small molecules [16, 17, 19]. It is expressed in phagocytic leukocytes, epithelial cells, endothelial cells, hepatocytes, and glial cells, etc. [16, 20, 21]. FPR2 has been reported to be involved in host defense and wound healing, as well as in pathological conditions such as inflammation-related diseases and tumor growth [16, 17, 20, 22–25], with most studies focusing on leukocyte-expressed FPR2. Our previous collaborative studies showed that systemic *Fpr2* knockout in mice results in reduced colonic crypt depth and acute inflammatory responses, and delayes mucosal recovery from dextran sulfate sodium (DSS)-induced injury [20]. These results indicate that FPR2 may contribute to colonic epithelial homeostasis, inflammation, and colonic epithelium regeneration after injury. However, whether FPR2 expressed by IECs plays a critical role in intestinal epithelium homeostasis under physiological conditions and regeneration after injury is unknown.

In this study, we investigated the contribution of intestinal epithelial FPR2 to intestinal epithelium homeostasis under physiological conditions and regeneration after X-ray irradiation (IR) and 5-FU-induced intestinal epithelium injury using IEC-specific and ISC-specific *Fpr2* knockout mice and explored the underlying mechanisms. We report that intestinal epithelial FPR2 is required for intestinal epithelium homeostasis and regeneration by regulating ISC and transit-amplifying (TA) cell proliferation and differentiation.

## Results

### Intestinal epithelial *Fpr2* deficiency impairs intestinal epithelium homeostasis in mice

Intestinal epithelium-specific *Fpr2* knockout (*Fpr2^VKO^*) mice were generated to investigate the involvement of FPR2 in intestinal epithelium homeostasis. Reverse transcription-quantitative polymerase chain reaction (RT-qPCR) analysis revealed that *Fpr2* mRNA levels were significantly reduced in the jejunum, ileum, and colon, as well as in the villi and crypts isolated from the jejunum and ileum, but did not alter in the liver and spleen in *Fpr2^VKO^* mice compared to control *Fpr2^f/f^* mice (Fig. 1a and b). Western blot ana­lysis revealed that FPR2 protein levels were significantly lower in ileal organoids derived from *Fpr2^VKO^* mice than in organoids derived from *Fpr2^f/f^* mice (Fig. 1c). These results indicate that *Fpr2* is speci­fically deleted in the intestinal epithelium. Body weight and length of small intestine and colon were not different between *Fpr2^VKO^* and *Fpr2^f/f^* mice (Fig. 1d–f). Hematoxylin and eosin (H&E) staining showed that villus height and crypt depth in the small intestine and crypt length in the colon were significantly reduced in *Fpr2^VKO^* mice (Fig. 1g). These results indicate that intestinal epithelial FPR2 plays an important role in maintaining intestinal epithelium homeostasis.

**Figure 1:**
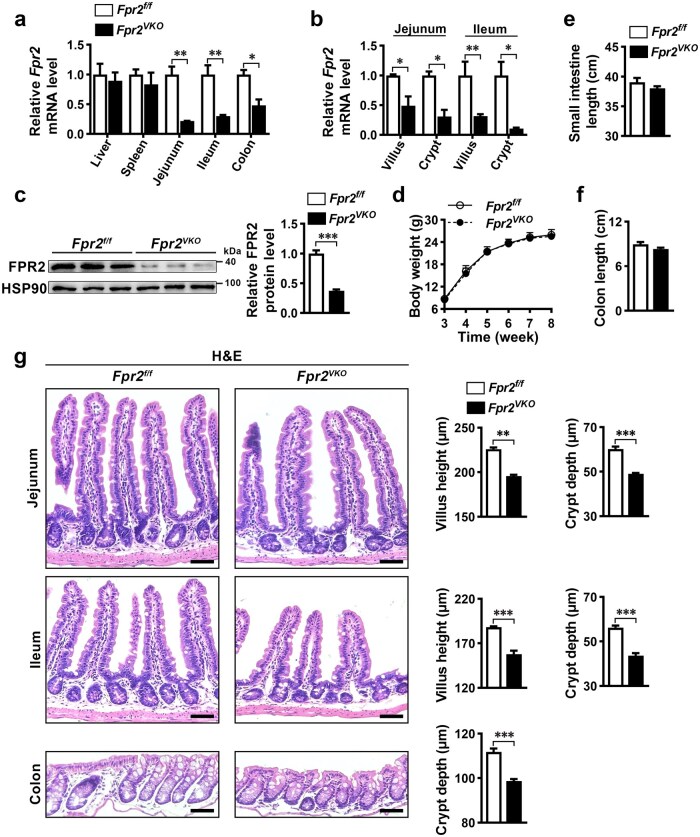
Intestinal epithelial *Fpr2* deficiency in mice impairs intestinal epithelium homeostasis. (a and b) Expression of *Fpr2* mRNA in tissues and organs of IEC-specific *Fpr2* knockout mice (*Fpr2^VKO^*) and control mice *(Fpr2^f/f^*) determined by RT-qPCR. *n *= 3 mice/group. (c) Expression of FPR2 protein in ileal organoids derived from *Fpr2^f/f^* and *Fpr2^VKO^* mice determined by western blot analysis. *n *= 3 mice/group. (d) Body weight of *Fpr2^f/f^* and *Fpr2^VKO^* mice after birth. *n *= 10 mice/group. (e and f) Length of the small intestine (e) and colon (f) in *Fpr2^f/f^* and *Fpr2^VKO^* mice. *n *= 8 mice/group. (g) Representative H&E staining images (left) of jejunal, ileal, and colonic sections from *Fpr2^f/f^* and *Fpr2^VKO^* mice, with quantification of villus height and crypt depth (right). *n *= 6 mice/group. Scale bar, 50 μm. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001, by unpaired two-tailed Student’s *t* test.

### *Fpr2* deficiency in mouse intestinal epithelium reduces several epithelial cell types and crypt cell proliferation

We investigated the effect of intestinal epithelial *Fpr2* deficiency on IECs in mice. Periodic acid-Schiff (PAS) staining revealed a significant decrease in PAS^+^ goblet cells in the small intestinal villi and colonic crypts of *Fpr2^VKO^* mice compared to *Fpr2^f/f^* mice (Fig. 2a). Immunofluo­rescence staining for chromogranin A (CHGA) revealed that CHGA^+^ enteroendocrine (EE) cells in the small intestinal villi and colonic crypts were not different between *Fpr2^VKO^* and *Fpr2^f/f^* mice (Fig. 2b). Immunofluorescence staining for lysozyme (LYZ) and immunohistochemical staining for olfactomedin 4 (OLFM4) revealed a significant decrease in LYZ^+^ Paneth cells (Fig. 2c) and OLFM4^+^ ISCs (Fig. 2d) in the crypts of the jejunum and ileum in *Fpr2^VKO^* mice. However, the distribution of different IEC types in the intestinal villi and crypts was not different between *Fpr2^VKO^* and *Fpr2^f/f^* mice (Fig. 2a–d). RT-qPCR analysis for the expression of marker genes for goblet cells (*Muc2*), EE cells (*Chga*), enterocytes (*Alpi*), Paneth cells (*Lyz1*), ISCs (*Olfm4*), and a cell proliferation marker (*Mki67*) in the small intestine demonstrated a significant reduction in the mRNA levels of these genes, with the exception of *Chga*, in *Fpr2^VKO^* mice compared with *Fpr2^f/f^* mice (Fig. 2e−j). Collectively, these results demonstrate that *Fpr2* deficiency decreases the number of goblet cells, Paneth cells, enterocytes, and ISCs, and inhibits cell proliferation, which leads to a decrease in villus height and crypt depth in the small intestine and colon of *Fpr2^VKO^* mice.

**Figure 2:**
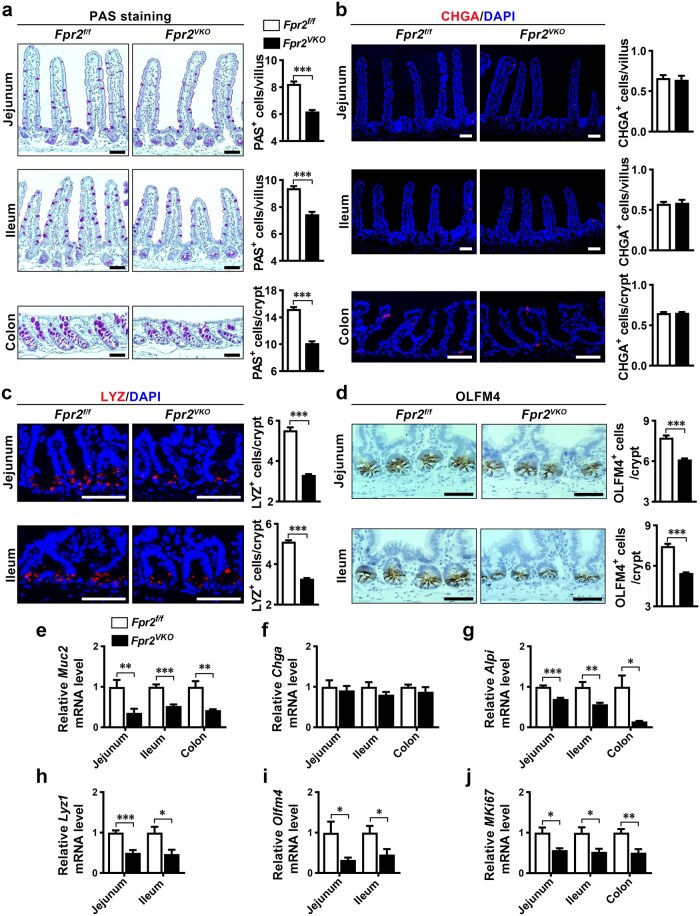
Alteration of IECs in intestinal epithelial *Fpr2*-deficient mice. (a) Representative PAS staining images of jejunal, ileal, and colonic sections from *Fpr2^f/f^* and *Fpr2^VKO^* mice, with quantification of positive cells. (b–d) Representative images of immunofluorescence staining for CHGA (b) and LYZ (c), and immunohistochemical staining for OLFM4 (d) in sections of jejunum, ileum, and colon from *Fpr2^f/f^* and *Fpr2^VKO^* mice, with quantification of positive cells. (e–j) The expression of various IEC type marker genes and the cell proliferation marker gene *Mki67* determined by RT-qPCR in small intestinal tissues of *Fpr2^f/f^* and *Fpr2^VKO^* mice. *n *= 6 mice/group. Scale bar, 50 μm. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001, by unpaired two-tailed ­Student’s *t* test.

We then examined Ki67 expression, 5′-bromo-2′-deoxyuridine (BrdU) incorporation, and apoptotic cells in sections of the intestine via immunostaining and the terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick-end labelling (TUNEL) assay. The results showed that Ki67^+^ cells were mainly located in the crypts of the small intestine and colon, and were significantly reduced in *Fpr2^VKO^* mice compared to *Fpr2^f/f^* mice (Fig. 3a). The change in BrdU^+^ cells in *Fpr2^VKO^* mice was similar to that of Ki67^+^ cells (Fig. 3b). These results indicate that intestinal epithelial *Fpr2* deficiency inhibits cell proliferation in the intestinal crypts. Since ISCs and TA cells are the only proliferative cells in the crypt, the above results suggest that *Fpr2* deficiency in these cells impairs their proliferation. TUNEL assay showed that there were very few apoptotic cells in the intestine of *Fpr2^f/f^* mice, and *Fpr2* deficiency in the intestinal epithelium had no significant effect on the apoptosis of IECs (Fig. 3c).

**Figure 3:**
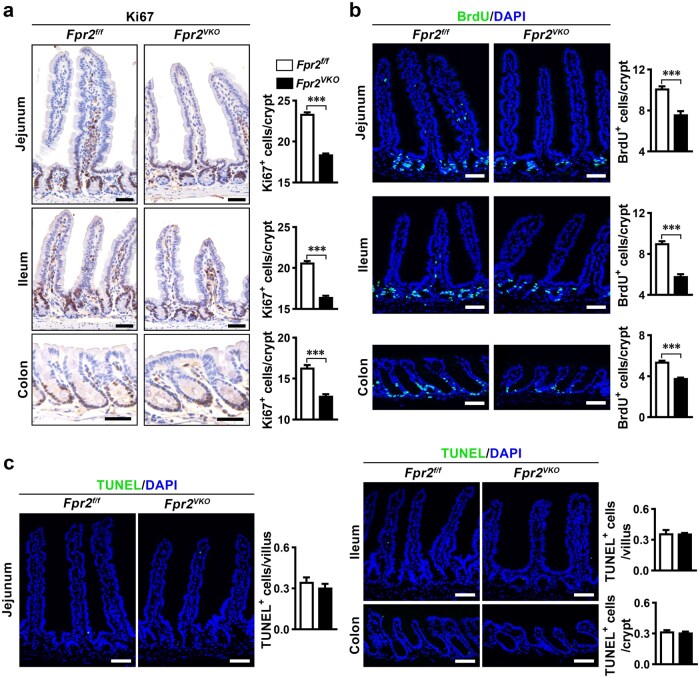
Fpr2 deficiency in mouse intestinal epithelium impairs cell proliferation in intestinal crypts. (a) Representative images of immunohistochemical staining for Ki67 in sections of jejunum, ileum, and colon from *Fpr2^f/f^* and *Fpr2^VKO^* mice, with quantification of positive cells. *n *= 6 mice/group. (b) Representative images of immunofluorescence staining for BrdU in sections of jejunum, ileum, and colon after intraperitoneal injection of BrdU for 2 h in *Fpr2^f/f^* and *Fpr2^VKO^* mice, with quantification of positive cells. *n *= 6 mice/group. (c) Representative images of TUNEL assays of jejunal, ileal, and colonic sections from *Fpr2^f/f^* and *Fpr2^VKO^* mice, with quantification of TUNEL^+^ apoptotic cells (green). *n *= 4 mice/group. Scale bar, 50 μm. Data are presented as mean ± SEM. ^***^P < 0.001, by unpaired two-tailed Student’s *t* test.

### Mice with *Fpr2* deficiency in ISCs exhibit intestinal epithelial phenotypes similar to *Fpr2^VKO^* mice

Since all types of IECs are derived from the differentiation of ISCs, we investigated whether FPR2 in ISCs contributes to intestinal epithelium homeostasis by tamoxifen-induced deletion of *Fpr2* in ISCs in mice (*Lgr5-Fpr2^KO^*). Compared to control *Lgr5-Fpr2^f/f^* mice, *Fpr2* mRNA levels were significantly lower in the jejunum, ileum, and colon, as well as in ISCs isolated from the small intestine in *Lgr5-Fpr2^KO^* mice (Supplementary Fig. S1a and b). However, body weight and the length of the small intestine and colon were not altered in *Lgr5-Fpr2^KO^* mice (Supplementary Fig. S1c–e). H&E staining, PAS staining, TUNEL assays, and immunostaining for Ki67, BrdU, and IEC biomarkers demonstrated that intestinal villus height, crypt depth (Supplementary Fig. S1f), numbers of goblet cells, Paneth cells, and ISCs in the intestine (Supplementary Fig. S2a, c, and d), and numbers of Ki67^+^ and BrdU^+^ cells in the crypts (Supplementary Fig. S3a and b) were all significantly reduced in *Lgr5-Fpr2^KO^* mice. However, EE cells and apoptotic cells in the intestine (Supplementary Figs. S2b and S3c) were not altered in *Lgr5-Fpr2^KO^* mice compared with *Lgr5-Fpr2^f/f^* mice. Taken together, the intestinal phenotypes of *Lgr5-Fpr2^KO^* mice were similar to those of *Fpr2^VKO^* mice, suggesting that *Fpr2* deficiency in ISCs impairs intestinal epithelium homeostasis by reducing ISC and TA cell proliferation.

### FPR2 promotes ISC proliferation and TA cell differentiation

To elucidate the mechanisms of intestinal epithelial FPR2-mediated ISC proliferation regulation, single-cell RNA sequencing (scRNA-seq) was performed on IECs isolated from small intestinal crypts of *Fpr2^f/f^* and *Fpr2^VKO^* mice. Eight distinct cell clusters were identified according to known marker genes for IECs (Fig. 4a and b), including stem cells, TA cells, immature cells (ICs), enterocytes, Paneth cells, goblet cells, EE cells, and tuft cells. Pseudotime analysis of all IECs showed the differentiation trajectories of ISCs−TA cells−mature IECs (Fig. 4c), indicating the accuracy of the cell annotation. With the exception of the IC cluster, which has not been reported previously, the transcriptional profiles of the other cell clusters were similar to published datasets [26]. Further clustering analysis of the ICs identified six subclusters (Fig. 4d) expressing the stem cell marker *Olfm4* and the TA cell markers *Mki67* and *Ran*, as well as low levels of marker genes of various IEC types (Fig. 4e). Annotation using IEC marker genes could not classify any of them into a specific epithelial type. Pseudotime analysis of ICs revealed three differentiation trajectories that were similar to the pathways by which TA cells differentiated into mature IECs [27] (Fig. 4f). These results suggest that the IC cluster comprised heterogeneous subpopulations of immature IECs at various stages of differentiation from TA cells to IECs. Analysis of the scRNA-seq data revealed that several genes involved in cell proliferation (*Peak1*, *Il31ra*, *Ccnb1ip1*, and *Cd44*) [28–31] and differentiation (*Hes1*, *Cdk8*, and *Lars2*) [32–34] were among the top 20 downregulated genes in ICs from *Fpr2^VKO^* mice. The expression of ribosomal protein genes involved in protein synthesis (*Rpl10*, *Rpl11*, *Rpl15*, *Rpl35*, *Rpl36*, *Rps6*, and *Rps11*) was also reduced in ICs from *Fpr2^VKO^* mice (Supplementary Fig. S4a). These results suggest that *Fpr2* deficiency inhibits IC proliferation and differentiation by downregulating genes associated with protein synthesis, and cell proliferation and differentiation. Additionally, *Olfm4*, an ISC marker gene, was expressed at higher levels in ICs from *Fpr2^VKO^* mice than in ICs from *Fpr2^f/f^* mice (Supplementary Fig. S4b), demonstrating that *Fpr2* deficiency inhibits IC differentiation.

**Figure 4:**
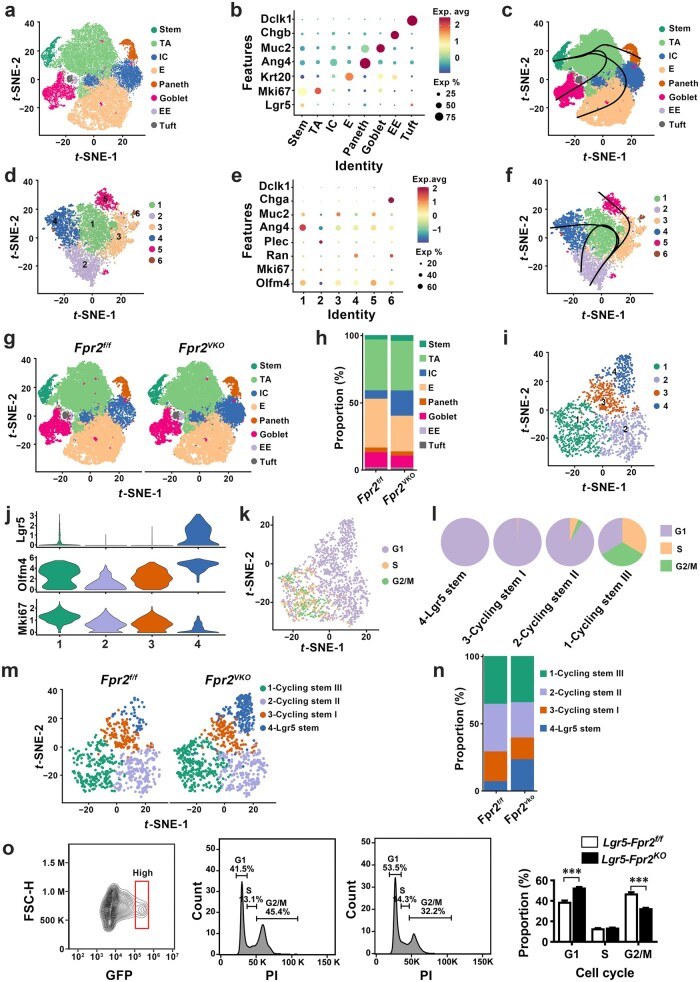
scRNA-seq of IECs from small intestinal crypts reveals aberrant ISC proliferation and differentiation in intestinal epithelial *Fpr2*-deficient mice. (a and b) *t*-SNE visualization of clustering of single epithelial cells isolated from small intestinal crypts (23,078 cells from *Fpr2^f/f^* mice, *n *= 3; 23,444 cells from *Fpr2^VKO^* mice, *n *= 3) (a), and expression of IEC marker genes in each cluster (b). (c) Pseudotime trajectory analysis of all IECs. (d and e) *t*-SNE visua­lization of IC subclusters in intestinal crypts from *Fpr2^f/f^* and *Fpr2^VKO^* mice (d), and expression of IEC marker genes in each subcluster (e). (f) Pseudotime trajectory analysis of subclusters from (d). (g and h) *t*-SNE visualization of clustering of IECs in *Fpr2^f/f^* and *Fpr2^VKO^* mice (g) and percentage of each cluster (h). (i and j) *t*-SNE visualization of stem cell subclusters in *Fpr2^f/f^* and *Fpr2^VKO^* mice (i) and expression of stem cell marker genes and cell proliferation marker *Mki67* in each subcluster (j). (k and l) *t*-SNE visualization of cell cycle phase distribution in the stem cell cluster from *Fpr2^f/f^* and *Fpr2^VKO^* mice (k) and percentage of cells in G1, G2/M, and S phases in each stem cell subcluster (l). (m and n) *t*-SNE visualization of stem cell subclusters in *Fpr2^f/f^* and *Fpr2^VKO^* mice (m) and percentage of each subcluster (n). (o) Analysis of cell cycles and quantification for cell cycle distribution in small intestinal ISCs from *Lgr5-Fpr2^f/f^* and *Lgr5*-*Fpr2^KO^* mice. IECs were isolated from the small intestinal crypts of *Lgr5-Fpr2^f/f^* and *Lgr5*-*Fpr2^KO^* mice. GFP^high^ ISCs were gated to detect DNA content via flow cytometry and quantified for cell cycle distribution. Stem, intestinal stem cells; TA, transit-amplifying cells; IC, immature cells; E, enterocyte cells; EE, enteroendocrine cells; Tuft, tuft cells.

Among the eight clusters of IECs, *Fpr2* deficiency reduced enterocytes, TA cells, Paneth cells, goblet cells, and tuft cells, and significantly increased ICs (Fig. 4g and h). These results indicate that *Fpr2* deficiency primarily impairs the terminal differentiation of TA cells, leading to an increase in ICs and a decrease in mature IECs. Since the stem cell cluster was slightly increased in *Fpr2^VKO^* mice compared to *Fpr2^f/f^* mice (Fig. 4h), which seemed to contradict the results of immunohistochemical staining of OLFM4 stem cells (Fig. 2d), the stem cell cluster was further subclustered into four unique clusters based on transcriptional profiles (Fig. 4i). Subcluster 4 cells exhibited high expression of ISC markers (*Lgr5* and *Olfm4*) and concomitantly low levels of the cell proliferation marker *Mki67*, whereas cells in the other subclusters expressed varying levels of *Olfm4* and *Mki67*, but very low levels of *Lgr5* (Fig. 4j), indicating that the stem cell cluster is composed of cells with different proliferative capacities. Cell cycle analysis of the stem cell cluster revealed that most of the cells were in G1 phase and fewer cells were in S and G2/M phases (Fig. 4k). All cells in subcluster 4 were in G1 phase, and the percentage of cells in S and G2/M phases was progressively increased in subclusters 3, 2, and 1 (Fig. 4l). Therefore, we designated subclusters 4, 3, 2, and 1 as Lgr5 stem cells and cycling stem cells I−III, respectively. There was an increase in Lgr5 stem cells and a decrease in cycling stem cells I, II, and III in *Fpr2^VKO^* mice (Fig. 4m and n). These results indicate that deletion of intestinal epithelial *Fpr2* inhibits stem cell proliferation by blocking cell cycle progression from G1 to S and G2/M phases. We further analyzed the cell cycles of small intestinal ISCs from *Lgr5-Fpr2^f/f^* and *Lgr5*-*Fpr2^KO^* mice via flow cytometry. The results revealed that *Fpr2* deficiency in ISCs significantly increased the percentage of cells in the G1 phase and decreased the percentage of cells in the G2/M phase (Fig. 4o). These results confirm that *Fpr2* deficiency inhibits ISC proliferation by blocking progression of cell cycle from the G1 to S and G2/M phases.

We further analyzed the transcriptional profiles of the stem cell cluster for genes involved in cell cycle progression and regulation, and found that *Fpr2* deletion significantly decreased the mRNA levels of genes involved in the G1 to S phase transition (*Ccnd1*, *Ccnd2*, *Ccne1*, *Ccne2*, and *E2f2*) (Supplementary Fig. S5a−d and f), S to G2/M phase transition (*Ccna2*) (Supplementary Fig. S5e), and DNA replication (*Dbf4*, *Mcm4*, *Mcm5*, *Mcm6*, *Orc6*, *Cdc45*, *Gins1*, and *Gins2*) (Supplementary Fig. S5g−n), as well as cell proliferation markers (*Mki67* and *Pcna*) (Supplementary Fig. S5o and p). The altered expression of the above genes was validated in the small intestinal crypts of *Fpr2^VKO^* mice (Supplementary Fig. S5q−s). These results support that deletion of intestinal epithelial *Fpr2* impairs ISC proliferation by inhibiting cell cycle progression from G1 to S and G2/M phase transitions.

The effect of FPR2 on ISC proliferation and differentiation was further investigated in intestinal organoids derived from small intestinal crypts of *Fpr2^f/f^* and *Fpr2^VKO^* mice. Organoids derived from *Fpr2^VKO^* mice exhibited fewer buds 3 and 5 days after culture compared to those derived from *Fpr2^f/f^* mice. Treatment of small intestinal crypts from *Fpr2^f/f^* mice with the FPR2 antagonist WRW4 reduced the number of organoid buds. In contrast, the FPR2 agonist MMK-1 had the opposite effect. Co-treatment of crypts from *Fpr2^f/f^* mice with MMK-1 and WRW4 reversed the pro-budding effect of MMK-1 (Fig. 5a−c). MMK-1 did not significantly affect the growth and budding of small intestinal organoids derived from *Fpr2^VKO^* mice (Fig. 5d−f). These results indicate that FPR2 activation plays a cri­tical role in organoid growth and budding. We also found that N-formyl-methionyl-leucyl-phenylalanine (fMLF), an FPR1/2 agonist produced by the gut microbiota, significantly promoted the growth and budding of organoids derived from *Fpr2^f/f^* mice. This effect of fMLF was reversed by WRW4, but not by the FPR1 anta­gonist cyclosporine H (Fig. 5d−f), indicating that fMLF promotes organoid growth and budding via FPR2. Immunofluorescence staining showed that both Ki67^+^ proliferative cells and LYZ^+^ Paneth cells were significantly reduced in organoids derived from *Fpr2^VKO^* mice compared to those derived from *Fpr2^f/f^* mice. Treatment of small intestinal crypts derived from *Fpr2^f/f^* mice with WRW4 resulted in a significant decrease in Ki67^+^ cells and LYZ^+^ Paneth cells in the organoids (Fig. 5g−i). Taken together, these results indicate that activation of FPR2 in ISCs promotes organoid growth and budding by stimulating ISC proliferation and differentiation.

**Figure 5:**
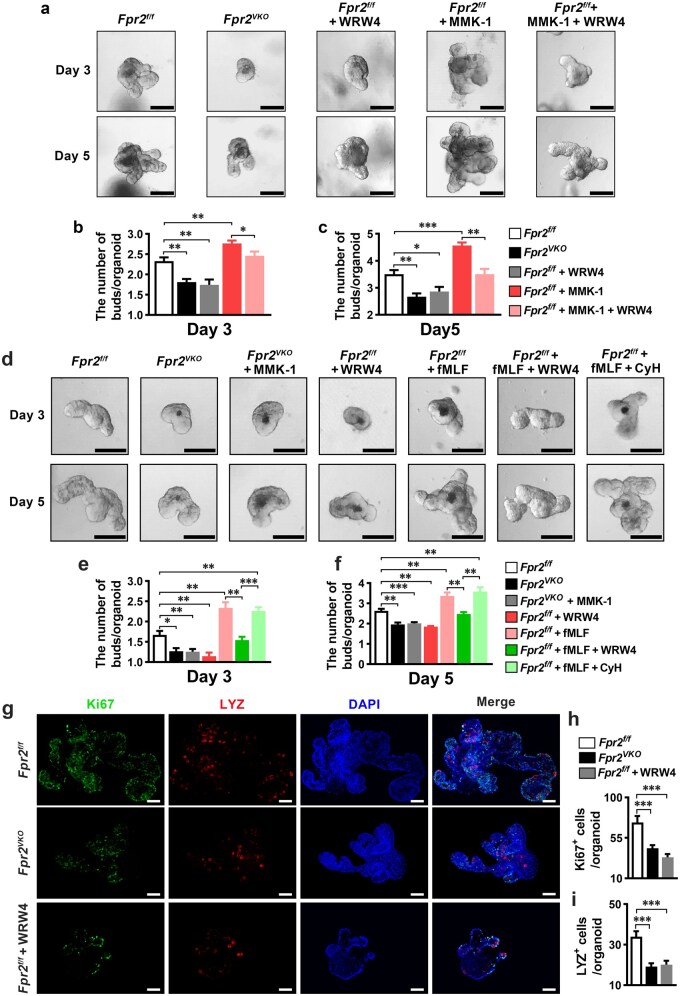
Activation of intestinal epithelial FPR2 promotes the growth and budding of organoids derived from small intestinal crypts. Crypts were isolated from the ileum of *Fpr2^f/f^* and *Fpr2^VKO^* mice, followed by culturing with or without the following: 1 µmol/L MMK-1, 10 µmol/L fMLF, 1 µmol/L MMK-1, and 10 µmol/L WRW4, or 10 µmol/L fMLF and 1 µmol/L CyH. (a–f) Representative images of ileal organoids cultured for 3 and 5 days (a and d), and quantification of the number of buds per organoid (b, c, e, and f). Scale bar, 100 μm. *n *= 5/group. More than 130 organoids were counted in each group. (g–i) Representative images of immunofluorescence staining for Ki67 (green) and LYZ (red) in ileal organoids cultured for 5 days. Cell nuclei were stained with DAPI. Scale bar, 50 μm. CyH, cyclosporine H. Each group of organoids was cultured from the ileal crypts of three mice, and more than 30 organoids were counted in each group. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001, by one-way ANOVA.

### FPR2 promotes ISC proliferation and differentiation by activating the Wnt, Notch, and Hippo signaling pathways via protein kinase C (PKC)−extracellular signal-regulated kinase (ERK)

The molecular mechanisms underlying the regulation of ISC proliferation and differentiation by FPR2 was investigated by performing RNA-seq to analyze gene expression in mouse ileal organoids treated with MMK-1. 

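Organoids grown from the small intestinal crypts of Fpr2f/f mice were cultured for 5 days with 1 μmol/L MMK-1, a synthetic peptide agonist of FPR2, or with its vehicle, 0.1% DMSO. There were 3 libraries per group, and the paper states that each sample contains organoids of 3 mice. Whether the libraries of a group come from different mice is not stated. The standard errors and p-values given here therefore measure the spread between pooled libraries and not between single mice. The treatment label of the MMK-1 samples gives a dose of 1000 μmol/L, while their protocol text gives the dose of the paper's methods, which was taken as the dose here. The authors deposited fragments scaled by gene length and library total (FPKM) for 21397 genes, of which 16428 are listed as protein-coding and 721 were at 0 in all 6 libraries. For these libraries the paper's text does not name the aligner, the counting tool or the genome build. Within each gene and library the FPKM values were whole multiples of a single step, and the number of fragments on every listed gene and the total of each library were computed from this. The totals were 37455433, 37537463 and 37381850 fragments in the control libraries and 35512739, 35928729 and 37143595 in the MMK-1 libraries. Differences between the groups were tested with limma-trend on log2(FPKM + 1) over the 10551 genes with a mean FPKM of at least 1. Fold changes on this scale understate the changes of genes with few fragments. Control and MMK-1 libraries separated along the first principal component, which held 92.4% of the variance. The second component held 4.48% and separated MMK-1 replicate 3 from the other two MMK-1 libraries. The chi-square per degree of freedom over genes, which is near 1 when libraries differ by counting noise alone, was 3.57 between MMK-1 replicates 1 and 2, 36.6 between replicates 1 and 3, and at most 4.97 between control libraries. The genes of the FPR family were not analysed here.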

A total of 964 genes were upregulated and 997 genes were downregulated by MMK-1 treatment (Fig. 6a). 

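In the re-analysis with limma, 358 genes were upregulated and 385 were downregulated by MMK-1 at a fold change of at least 2 and an unadjusted p of at most 0.05, the thresholds of the paper's methods. All of them also had a Benjamini-Hochberg adjusted p of at most 0.05. Without a fold threshold, 5118 genes were higher and 2606 were lower with MMK-1 at an adjusted p of at most 0.05 in the limma test. The values of the 2 groups did not overlap in 8098 genes, or 76.8% of those tested, where chance gives 10%. The median log2 fold change of all genes tested was 0.13. Scaling the libraries by their upper quartile moved this median to -0.0045 and changed the balance of the calls to 223 upregulated and 490 downregulated genes. All 223 were among the 358, and all 385 downregulated genes were among the 490. Without a fold threshold, this scaling gave 3659 genes higher and 3906 lower at an adjusted p of at most 0.05. The excess of higher genes therefore depended on the scaling. The alternative that moved the number of upregulated genes most was a fold change threshold of 1.5, with 1502 upregulated and 855 downregulated genes. At the fold change threshold of 2 it was limma-voom on the fragments, chosen after seeing the data, with 1388 and 899. With each replicate left out in turn, 329 to 426 genes were upregulated and 366 to 399 downregulated. On the log2(FPKM + 1) scale, the largest rise was that of Olfm4 (NCBI gene 380924), a marker of intestinal stem cells, which lies on chromosome 14 of GRCm38 from 79984081 to 80023139. Its FPKM was 173 ± 12.4 (SD, n = 3 libraries) with MMK-1 and 4.35 ± 0.0705 (SD, n = 3) in controls, a log2 fold change of 5.02 (standard error 0.0557, adjusted p = 2.8e-10 in the limma test). The exact two-sided permutation p of Olfm4 was 0.1, the smallest that 3 libraries against 3 allow. On the same scale, the largest fall was that of Reg3b (NCBI gene 18489), which encodes a secreted antimicrobial lectin. Its FPKM fell from 104.7 ± 6.84 (SD, n = 3) to 2.18 ± 0.078 (SD, n = 3), a log2 fold change of -5.05 (standard error 0.055, adjusted p = 2.8e-10 in the limma test). By the plain ratio of FPKM, less abundant genes fell further, among them Ifit3 with a log2 ratio of -5.97 and Sardh with -5.64, against -5.58 for Reg3b. How the authors' counting assigned reads shared by Reg3b and its paralogs is not stated in the paper's text.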

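The table of FPKM values lists the pathways of the Kyoto Encyclopedia of Genes and Genomes (KEGG) for each gene, and the 358 upregulated genes were tested for each pathway by a one-sided exact hypergeometric test against the 10551 genes tested. Of 334 pathways, 6 had a Benjamini-Hochberg adjusted p of at most 0.05, where the paper's methods use q values. PI3K-Akt signaling ranked first, with 19 upregulated genes among 180, 3.11 times the share expected by chance (adjusted p = 0.0037). MAPK signaling ranked second, with 17 upregulated genes among 169, a ratio of 2.96 (adjusted p = 0.0099). The others were central carbon metabolism in cancer, glutamatergic synapse, microRNAs in cancer and Ras signaling, whose 12 genes gave an adjusted p of 0.0488. Wnt signaling held 5 upregulated genes among 93, a ratio of 1.58 (exact hypergeometric p = 0.208, adjusted p = 0.882). Notch signaling held 2 among 43, a ratio of 1.37 (exact hypergeometric p = 0.431, adjusted p = 1). Hippo signaling held 7 among 92, a ratio of 2.24 (exact hypergeometric p = 0.0365, adjusted p = 0.459), and the smaller pathway Hippo signaling in multiple species held 2, a ratio of 3.10 (adjusted p = 0.762). The number of enriched pathways depended on MMK-1 replicate 3, since 0 pathways passed the adjusted threshold without it, and 32 had an unadjusted p of at most 0.05. The alternative that moved the Wnt result most tested every gene above 0 with a pseudocount of 0.1, chosen after seeing the data, and gave Wnt signaling 19 upregulated genes and an adjusted p of 0.0156, where the other alternatives gave 0.0805 to 1.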

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the upregulated genes revealed significant enrichment in the MAPK, Wnt, Notch, and Hippo signaling pathways (Fig. 6b). These pathways are known to regulate ISC proliferation and TA cell differentiation [35–38]. 

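Among the genes that Fig. 6 names, 21 reached a mean FPKM of 1 and were tested. All 21 were higher with MMK-1 at an adjusted p of at most 0.05 in the limma test, and 21 remained when adjusted over the list alone. The study chose these genes on the same libraries, so neither count is independent evidence. A fold change of at least 2 was reached by 11 of them, and by 9 after upper-quartile scaling. Mki67, the gene of the proliferation marker Ki67, had an FPKM of 27.6 ± 0.673 (SD, n = 3) with MMK-1 and 13.9 ± 0.405 (SD, n = 3) in controls. Its log2 fold change was 0.94 (standard error 0.0428, adjusted p = 2.3e-07 in the limma test). Pcna rose by 0.49 on the log2 scale. Among the cyclin genes, the log2 fold change was 1.51 for Ccnd1, 0.93 for Ccnd2, 0.72 for Ccne1, 1.41 for Ccne2 and 1.01 for Ccna2. Ccne2 has a GC content of 36.3%, and its fragments fell unevenly over the MMK-1 libraries, with 905 and 1041 in replicates 1 and 2 and 587 in replicate 3. Its log2 fold change was 0.94 after correction for GC content. Sox9, a transcription factor of crypt cells, rose by 1.18 on the log2 scale, and Spdef by 0.40. Atoh1 had a log2 fold change of 0.47 (standard error 0.128, adjusted p = 0.0094 in the limma test), and its values overlapped between the groups (exact permutation p = 0.2). Pou2f3 and Gfi1 had a mean FPKM under 1 and were outside the test. Pou2f3 had 22, 25 and 21 fragments in the control libraries and 57, 63 and 70 in the MMK-1 libraries. Gfi1 had 70, 48 and 56 fragments in the control libraries and 57, 64 and 74 in the MMK-1 libraries. With every gene above 0 included, the adjusted p of Gfi1 in the limma test was 0.363, and no difference was detected in these libraries.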

Genes associated with cell proliferation, including cell proliferation marker genes (*Mki67* and *Pcna*)*,* cyclin genes involved in the progression of cell cycle from G1 to S and G2 phases (*Ccnd1/2*, *Ccne1/2*, and *Ccna2*), and transcription factors involved in ISC differentiation (*Atoh1*, *Spdef*, *Pou2f3*, *Sox9*, and *Gfi1*), were significantly upregulated in MMK-1-treated organoids. 

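Of the Wnt genes in Fig. 6, Lgr5 (NCBI gene 14160), a receptor on intestinal stem cells, had an FPKM of 21.0 ± 1.26 (SD, n = 3) with MMK-1 and 2.03 ± 0.113 (SD, n = 3) in controls. Its log2 fold change was 2.86 (standard error 0.0574, adjusted p = 3.2e-09 in the limma test). Axin2 rose by 1.80 and Wnt3 by 0.92 on the log2 scale. Jag2, a Notch ligand, rose by 1.26, Tead1, a transcription factor of the Hippo pathway, by 1.24, and Elk1 by 0.76 on the same scale. Bambi, Notch3, Dll3, Tead2, Wwtr1 and Plcb4 had a mean FPKM under 1 and were outside the test, and their groups did not overlap in fragments. Wwtr1, which encodes TAZ, had 0 fragments in all 3 control libraries and 26, 27 and 25 in the MMK-1 libraries. Its FPKM was at least 8.98-fold higher with MMK-1, when computed against the level of 3 fragments. Dll3 had 4, 1 and 1 fragments in controls and 10, 19 and 23 with MMK-1. Notch3 had 14, 16 and 7 fragments in controls and 55, 41 and 24 with MMK-1. With every gene above 0 included, the adjusted p in the limma test was 0.0357 for Notch3 and 0.0090 for Dll3. In that fit, 28 of the 31 genes of Fig. 6 had an adjusted p of at most 0.05, and 30 when adjusted over the list alone.

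**Figure D1:**
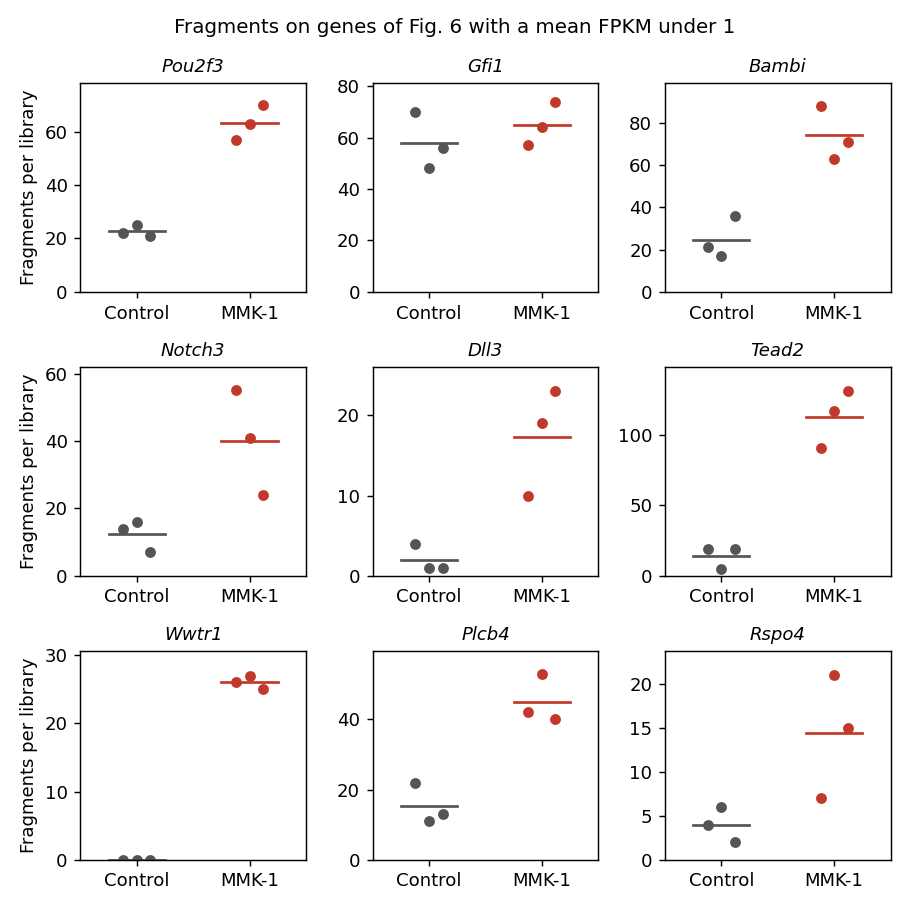
Fragments per library of genes of Fig. 6 with a mean FPKM under 1. Each point is a library, with 3 control and 3 MMK-1 libraries, and each line is the mean of a group. The groups overlap for Gfi1 and lie apart for the other genes plotted.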

Wnt signaling pathway genes, including *Wnt3* and Wnt target genes (*Lgr5*, *Olfm4*, *Axin2*, and *Bambi*), as well as genes in Notch (*Notch3*, *Dll3*, and *Jag2*), Hippo (*Tead1/2* and *Wwtr1*), and MAPK (*Plcb4*, *Prkcg*, *Fos*, and *Elk1*) pathways, were markedly upregulated in MMK-1-treated organoids (Fig. 6c). RT-qPCR analysis confirmed the upregulation of these genes induced by MMK-1 treatment in organoids (Fig. 6d). scRNA-seq of ileal crypts revealed that *Wnt3* was expressed in various IEC types, with the highest level in Paneth cells (Supplementary Fig. S6a−e). Wnt target genes (*Axin2*, *Bambi*, and *Ccnd1*) were primarily expressed in ISCs and TA cells (Supplementary Fig. S6f). Intestinal epithelial *Fpr2* deficiency significantly decreased *Wnt3* expression in Paneth cells, and *Ccnd1* expression in both ISCs and TA cells (Supplementary Fig. S6b, S6g, and S6h). Since cyclin D1, which is encoded by *Ccnd1*, plays an important role in the G1/S transition of the cell cycle, these results suggest that FPR2 induces *Wnt3* expression in Paneth cells. Wnt3 then promotes the prolife­ration of ISCs and TA cells. Immunofluorescence staining of active β-catenin in organoids revealed that MMK-1 treatment increased β-catenin nuclear localization (Fig. 6e), demonstrating that FPR2 activation leads to activation of the Wnt signaling pathway. scRNA-seq of ileal crypts revealed that Notch pathway genes were primarily expressed in Paneth cells, tuft cells, and EE cells (Supplementary Fig. S7a), and Hippo pathway genes were mainly expressed in EE and Tuft cells (Supplementary Fig. S7e). Intestinal *Fpr2* deficiency decreased Notch ligands, including *Jag2* in Paneth and EE cells (primarily EE cells), and *Dll3* in EE and tuft cells. It also decreased *Notch3* expression in EE and tuft cells (Supplementary Fig. S7b−d). Intestinal epithelial *Fpr2* deficiency also decreased the expression of Hippo pathway effector genes, including *Tead1* in EE cells, *Tead2* in tuft cells, and *Wwtr1* in both EE and tuft cells (Supplementary Fig. S7f and g). Together with the upregulation of these genes in intestinal organoids by MMK-1 treatment, these results suggest that FPR2 activation upregulates Notch and Hippo pathway genes in EE and tuft cells.

**Figure 6:**
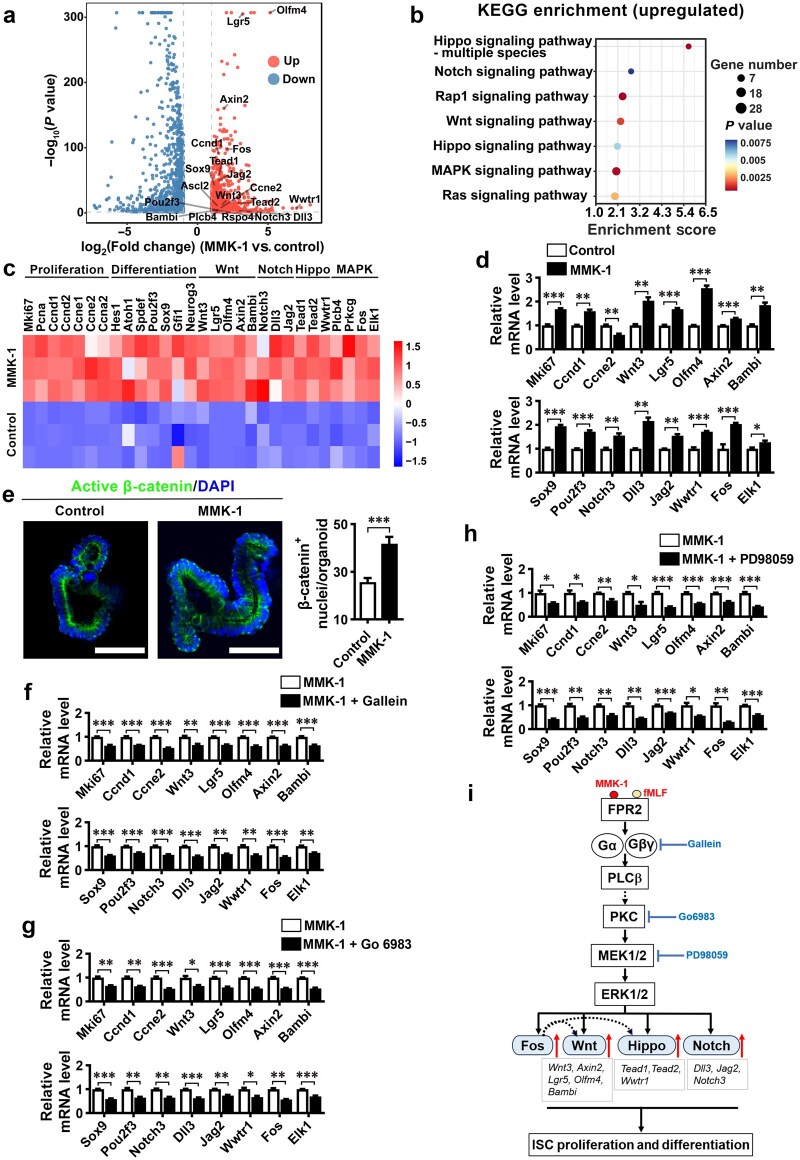
Activation of FPR2 promotes the proliferation and differentiation of ISCs by activating the Wnt, Hippo, and Notch signaling pathways via PKC-ERK. Ileal organoids derived from mice were treated with 1 μmol/L MMK-1 and examined for gene expression via RNA-seq. (a) Volcano plot showing DEGs in MMK-1-treated versus control organoids. *n *= 3/group. (b) KEGG pathway enrichment analysis of genes upregulated by MMK-1. (c) Heatmaps showing MMK-1-regulated genes involved in cell proliferation and ISC differentiation, as well as genes in the Wnt, Notch, Hippo, and MAPK signaling pathways, as detected via RNA-seq. (d) RT-qPCR analysis to verify the expression of MMK-1-regulated genes in organoids. (e) Representative images of immunofluorescence staining for active β-catenin (green) in MMK-1-treated organoids, along with a quantification of β-catenin-positive nuclei per organoid. Scale bar, 50 μm. (f−h) Expression analysis of MMK-1-induced genes treated with the Gβγ inhibitor Gallein, the PKC inhibitor Go6983, or the MEK inhibitor PD98059. The impact of Gallein (10 μmol/L), Go6983 (1 μmol/L), and PD98059 (10 μmol/L) on the aforementioned gene expression in organoids was examined via RT-qPCR analysis. (i) A schematic diagram illustrating the signaling pathways by which FPR2 activation regulates ISC proliferation and differentiation. *n *= 3/group. Each sample contains organoids derived from three mice. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001, by unpaired two-tailed Student’s *t*-test.

FPR2 is a G protein-coupled receptor whose activation triggers the activation of ERK through PKC [39]. Since ERK has been reported to modulate the Wnt and Hippo pathways [38, 40–42], and the Notch pathway is activated by MMK-1 via FPR2 (Supplementary Fig. S8a and b), we examined whether the G protein, PKC, ERK, and the Wnt, Hippo, and Notch signaling pathways are involved in MMK-1-induced ISC proliferation and differentiation. Treatment of ileal organoids with the FPR2 antagonist WRW4, the Gβγ inhibitor Gallein, the PKC inhibitor Go6983, or the mitogen-activated protein kinase kinase (MEK) inhibitor PD98059 significantly reduced MMK-1-induced expression of key genes in the MAPK, Wnt, Hippo, and Notch signaling pathways, and genes involved in cell proliferation and ISC differentiation (Fig. 6f−h; Supplementary Fig. S8a and b). These results suggest that FPR2 activation promotes ISC proliferation and differentiation via PKC-MEK-dependent activation of the Wnt, Notch, and Hippo pathways (Fig. 6i). We also found that, like MMK-1, bacterial peptide fMLF upregulated key genes in the MAPK, Wnt, Hippo, and Notch signaling pathways, and genes involved in cell proliferation and ISC differentiation in the ileal organoids. The inductive effect of fMLF was blocked by WRW4 (Supplementary Fig. S8c and d). WRW4 reduced the expression of these genes in organoids, and IEC *Fpr2* deficiency resulted in decreased expression of these genes in organoids and small intestinal crypts of mice (Supplementary Fig. S8e−g). These results suggest that under physiological conditions, FPR2 activation by agonists produced by host and gut microbiota promotes ISC proliferation and differentiation via PKC-ERK-dependent Wnt, Notch, and Hippo signaling pathways (Fig. 6i). FBJ murine osteosarcoma viral oncogene homologue (FOS) is a transcription factor with binding sites in the promoter regions of genes in the Wnt and Hippo signaling pathways (Supplementary Table S1). *Fos* was upregulated by MMK-1 through MEK (Fig. 6h), and by fMLF (Supplementary Fig. S8c). It was downregulated by WRW4 or *Fpr2* knockout (Supplementary Fig. S8e−g). Thus, the upregulation of Fos by MMK-1 may stimulate the expression of genes in the Wnt and Hippo signaling pathways, contributing to ISC proliferation and differentiation (Fig. 6i).

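In the RNA-seq libraries of organoids treated with MMK-1 alone, Fos (NCBI gene 14281) had an FPKM of 14.9 ± 0.457 (SD, n = 3), against 3.18 ± 0.155 (SD, n = 3) in controls. The log2 fold change was 1.93 (standard error 0.0497, adjusted p = 1.0e-08 in the limma test), and it stayed between 1.91 and 1.96 with each replicate left out in turn. The gene lies on chromosome 12 of GRCm38 from 85473890 to 85477273.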

We further examined the effect of FPR2 activation on ISC proliferation and differentiation *in vivo*. Administration of MMK-1 did not affect body weight of the mice (Supplementary Fig. S9a), but led to a significant increase in the villus height and crypt depth of the small intestine after 5 and 7 days (Supplementary Fig. S9b−d). Immunohistochemical staining of Ki67 and OLFM4 showed a significant increase in the numbers of Ki67^+^ proliferative cells and OLFM4^+^ ISCs in small intestinal crypts on days 5 and 7 after MMK-1 treatment (Supplementary Fig. S9e and f). This increase was accompanied by the upregulation of key genes in the MAPK, Wnt, Hippo, and Notch signaling pathways, as well as genes involved in cell proliferation and ISC differentiation (Supplementary Fig. S9g and h). Taken together, these results suggest that FPR2 activation promotes the proliferation and differentiation of ISCs and TA cells via the MAPK, Wnt, Hippo, and Notch signaling pathways.

### Intestinal epithelial *Fpr2* deficiency impairs intestinal epithelium regeneration after injury by reducing ISC regeneration and TA cell proliferation in mice

We investigated whether FPR2 contributes to intestinal epithelium regeneration after injury. After 12-Gy IR (Fig. 7a), both *Fpr2^f/f^* and *Fpr2^VKO^* mice showed progressive weight loss (Fig. 7b) and shortening of the small intestine (Fig. 7c). H&E staining of small intestine sections showed a progressive decrease in villus height and crypt depth, followed by a gradual recovery of crypt depth after IR. Compared to *Fpr2^f/f^* mice, *Fpr2^VKO^* mice had significantly shorter villi and shallower crypts at all time points examined, along with a marked reduction in the number of crypts per mm at days 3 and 4 after IR (Fig. 7d). Immunohistochemical staining revealed a progressive decrease in OLFM4^+^ ISCs in the small intestinal crypts of *Fpr2^f/f^* mice after IR, with nearly complete absence by day 3, followed by a significant increase on day 4. However, *Fpr2^VKO^* mice exhibited a more significant decrease and smaller increase in OLFM4^+^ ISCs after IR (Fig. 7e). A BrdU incorporation study in *Fpr2^f/f^* mice showed that the number of BrdU^+^ cells in the crypts decreased progressively after IR, followed by a significant increase starting on day 3. These alterations are consistent with the changes in crypt depth after IR. All cells in the crypts were BrdU positive on day 4 after IR, indicating the proliferation of ISCs and TA cells. However, *Fpr2^VKO^* mice had fewer BrdU^+^ cells in the crypts than *Fpr2^f/f^* mice after IR (Fig. 7f). These results demonstrate that intestinal epithelial *Fpr2* deficiency delays intestinal epithelium repair after IR-induced injury by impairing the regeneration of ISCs, and the proliferation of ISCs and TA cells. Since *Fpr2^f/f^* and *Fpr2^VKO^* mice exposed to 12 Gy of X-ray died after 5 to 6 days, the radiation dose was reduced to 10 Gy. *Fpr2^VKO^* mice exposed to 10 Gy had lower body weight and survival rate than *Fpr2^f/f^* mice. Villus height and crypt depth in the small intestine fully recovered by day 7 post-IR in *Fpr2^f/f^* mice, but only partially recovered in *Fpr2^VKO^* mice (Supplementary Fig. S10). These results confirmed that intestinal epithelial *Fpr2* deficiency impairs regeneration of the intestinal epithelium following IR-induced injury.

**Figure 7:**
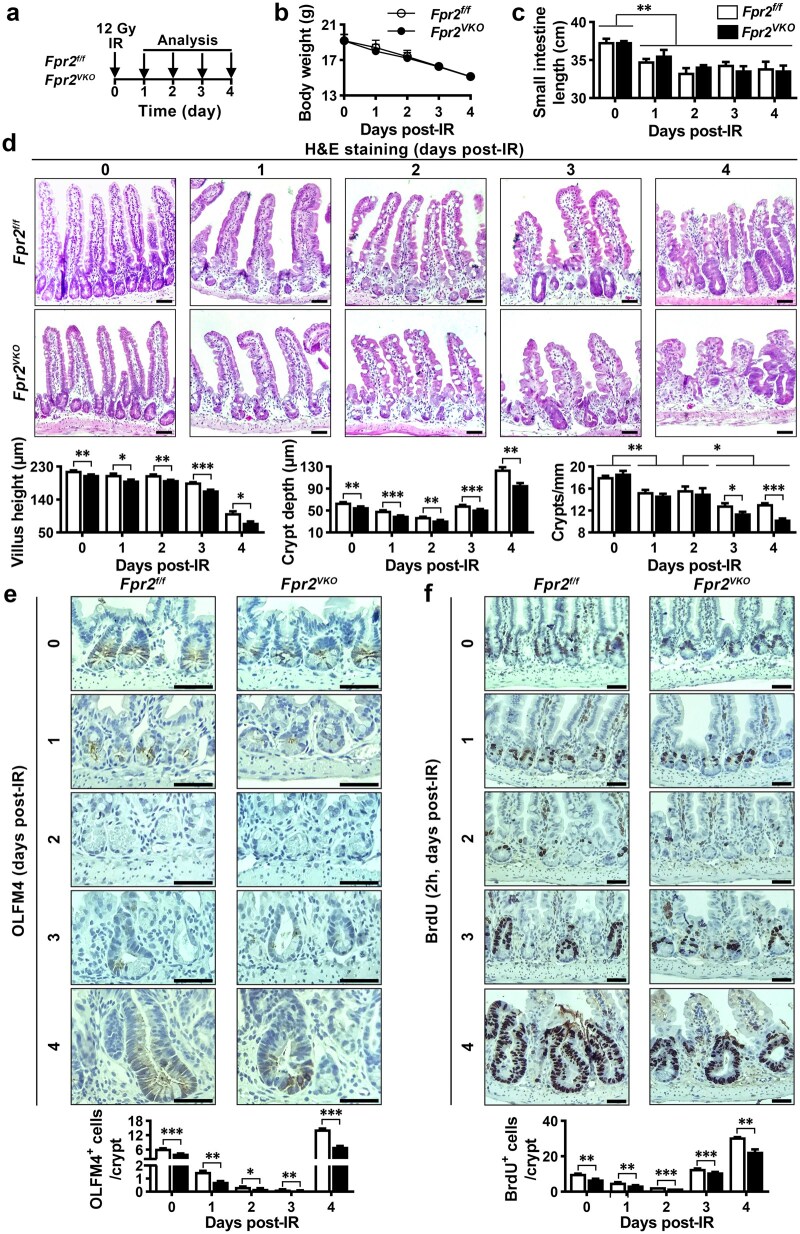
Intestinal epithelial *Fpr2* deficiency in mice impairs small intestinal epithelium regeneration after irradiation-induced injury. (a) Schematic diagram of the experiments. *Fpr2^f/f^* and *Fpr2^VKO^* mice were exposed to 12 Gy X-rays and small intestines were harvested for analysis at different time points after IR. (b and c) Body weight (b) and small intestine length (c) of *Fpr2^f/f^* and *Fpr2^VKO^* mice after IR. (d) Representative H&E staining images of small intestine sections from *Fpr2^f/f^* and *Fpr2^VKO^* mice after IR, with quantification of villus height, crypt depth, and number of crypts per millimeter. (e) Representative images of immunohistochemical staining for OLFM4 in small intestine sections from *Fpr2^f/f^* and *Fpr2^VKO^* mice after IR, with quantification of OLFM4^+^ stem cells at the indicated time after IR. (f) Representative images of BrdU immunohistochemical staining of small intestine sections after intraperitoneal injection of BrdU for 2 h at the indicated time after IR in *Fpr2^f/f^* and *Fpr2^VKO^* mice, with quantification of positive cells. *n *= 3 mice/group on days 0, 1, 2 and 4; *n *= 5 mice/group on day 3 after IR. Scale bar, 50 μm. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001, by unpaired two-tailed Student’s *t*-test.

The involvement of FPR2 in small intestinal epithelial repair was further investigated in 5-FU-treated mice (Fig. 8a). Compared with phosphate-buffered saline (PBS)-treated *Fpr2^f/f^* mice, body weight of *Fpr2^f/f^* and *Fpr2^VKO^* mice decreased continuously during 5-FU administration (Fig. 8b). Body weight and the length of the small intestine and colon in *Fpr2^f/f^* and *Fpr2^VKO^* mice were still lower than that of PBS-treated *Fpr2^f/f^* mice on day 1 after 5-FU withdrawal but recovered thereafter (Fig. 8b−d). H&E staining of small intestine sections showed that compared with PBS-treated *Fpr2^f/f^* mice, villus height and intestinal crypt depth in *Fpr2^f/f^* mice were smaller on day 1 after 5-FU withdrawal and recovered on day 5. After 5-FU withdrawal, villus height and intestinal crypt depth in *Fpr2^VKO^* mice showed a pattern of change similar to that of *Fpr2^f/f^* mice, but significantly lower than that of *Fpr2^f/f^* mice (Fig. 8e). These results suggest that *Fpr2* deletion in the intestinal epithelium exacerbated 5-FU-induced villus and crypt injury, and delayed recovery. Immunohistochemical staining showed that after 5-FU withdrawal, OLFM4^+^ ISCs were almost completely lost on day 1 and reappeared on day 3 in both *Fpr2^f/f^* and *Fpr2^VKO^* mice, and the number of OLFM4^+^ ISCs recovered on day 5 in *Fpr2^f/f^* mice but not in *Fpr2^VKO^* mice (Fig. 8f). BrdU incorporation study showed that BrdU^+^ cells in small intestinal crypts of *Fpr2^f/f^* mice were significantly reduced on day 1, increased on day 3, and returned to normal on day 5 after 5-FU withdrawal, which was consistent with the change in crypt depth. However, BrdU^+^ cells in crypts of *Fpr2^VKO^* mice were always significantly lower than those of *Fpr2^f/f^* mice during this period (Fig. 8g). These results indicate that *Fpr2* deletion delays intestinal epithelium repair after 5-FU-induced injury by impairing ISC regeneration and TA cell proliferation.

**Figure 8:**
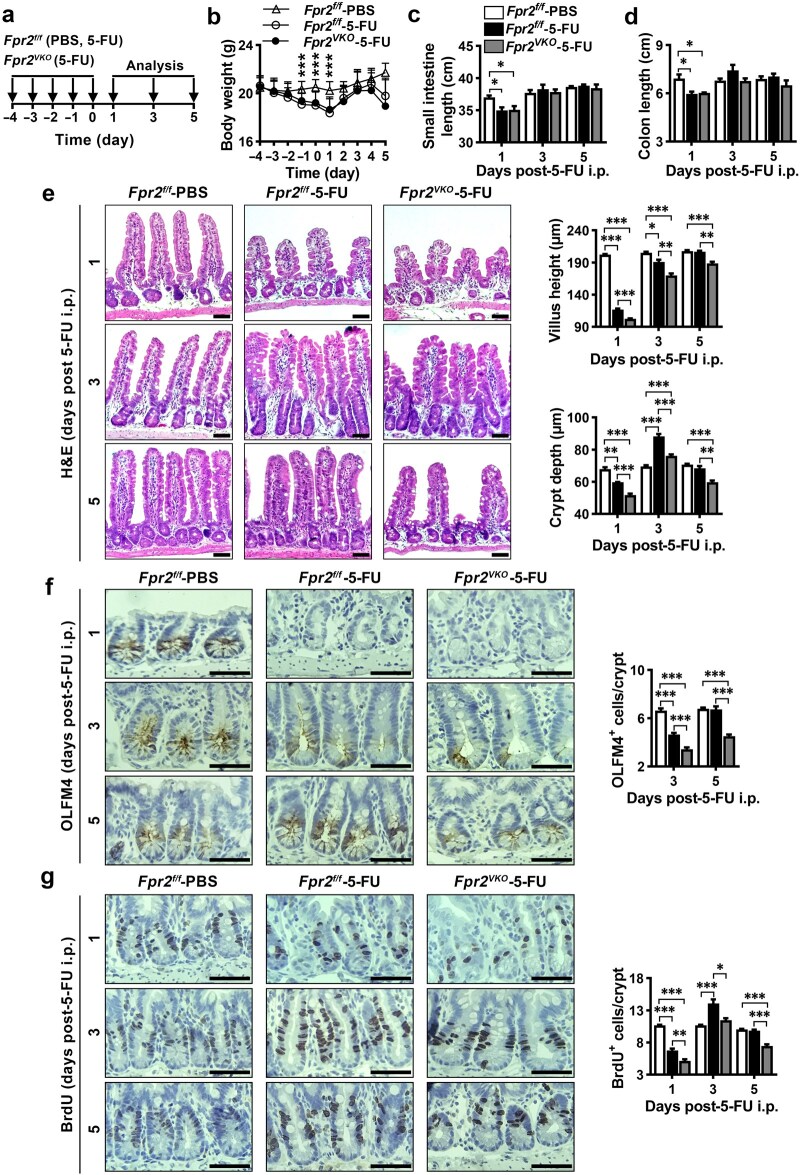
Intestinal epithelial *Fpr2* deficiency in mice impairs small intestinal epithelium regeneration after 5-FU-induced injury. (a) Schematic diagram of the experiments. *Fpr2^f/f^* and *Fpr2^VKO^* mice were injected intraperitoneally with 5-FU (50 mg/kg body weight/day) or equal volume of PBS, and small intestines were harvested at different time points for analysis. (b–d) Body weight (b), small intestine length (c), and colon length (d) of *Fpr2^f/f^* and *Fpr2^VKO^* mice during and after 5-FU or PBS treatment. (e) Representative H&E staining images of small intestine sections from *Fpr2^f/f^* and *Fpr2^VKO^* mice after 5-FU or PBS treatment, with quantification of villus height and crypt depth. (f) Representative OLFM4 immunohistochemical staining images of small intestine sections from 5-FU- or PBS-treated *Fpr2^f/f^* and *Fpr2^VKO^* mice, with quantification of OLFM4^+^ stem cells. (g) Representative BrdU immunohistochemical staining images of small intestine sections after intraperitoneal injection of BrdU for 2 h at the indicated time points after 5-FU or PBS treatment in *Fpr2^f/f^* and *Fpr2^VKO^* mice, with quantification of BrdU^+^ cells. *n *= 6 mice/group. Scale bar, 50 μm. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001, by two-way ANOVA.

### Treatment of mice with MMK-1 promotes intestinal epithelium regeneration from irradiation-induced injury

Because intestinal epithelial *Fpr2* deficiency impairs the repair of intestinal epithelium after injury, we investigated whether FPR2 activation could promote regeneration of the small intestinal epithelium after IR. We found that administrating MMK-1 to mice significantly reduced weight loss and increased survival rate after IR (Fig. 9a and b). Villus height decreased significantly at 1 and 3 days post-IR. It increased after 5 days, but did not fully recover by day 7. Crypt depth decreased significantly 1 day after IR, increased 3 days after IR, peaked 5 days after IR, and decreased 7 days after IR; however, it remained larger than that of control mice. The patterns of alteration in villus height and crypt depth after IR were similar in MMK-1- and vehicle-treated mice. However, MMK-1 treatment resulted in a smaller decrease in villus height at 1 and 3 days post-IR and full recovery of villus height and crypt depth by day 7 post-IR (Fig. 9c–e). These results demonstrate that FPR2 activation promotes intestinal epithelium regeneration after IR and indicate that FPR2 is a therapeutic target for treating intestinal epithelial injury induced by radiotherapy.

**Figure 9:**
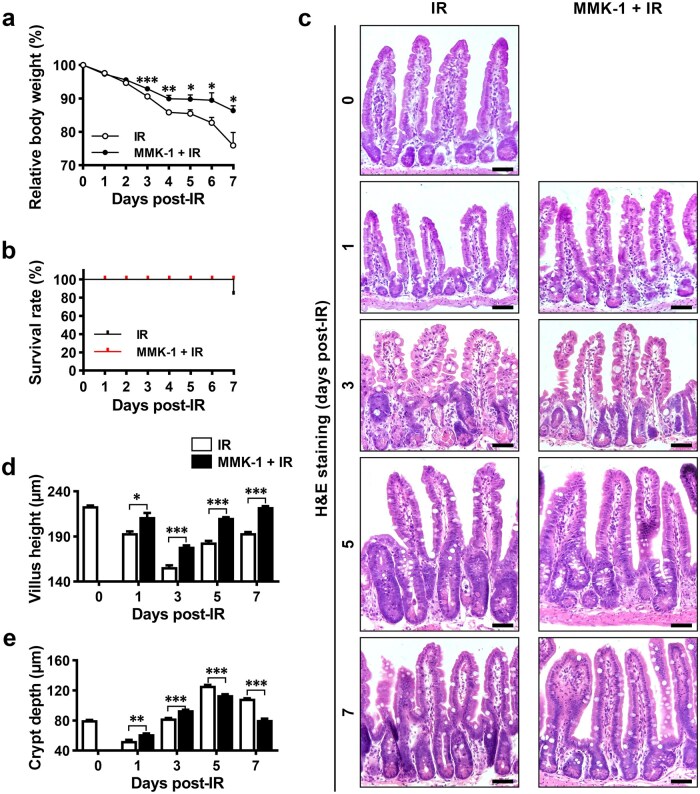
Activation of FPR2 promotes intestinal epithelium regeneration after irradiation in mice. Mice were administered either MMK-1 (10 mg/kg body weight/day, intraperitoneally) or an equal volume of PBS on the day of 10-Gy IR and for the subsequent 5 days. The small intestines were harvested at different time points after IR to examine histology. (a and b) Body weight (a) and survival rates (b) of mice after IR. (c–e) Representative H&E-stained images of small intestinal sections (c), and quantitative analyses of villus height (d) and crypt depth (e), at the indicated time points after IR. *n *= 6 mice/group on days 0, 3, 5, and 7 post-IR; *n *= 3 mice/group on day 1 post-IR. Scale bar, 50 μm. Data are presented as mean ± SEM. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001, by unpaired two-tailed Student’s *t* test.

## Discussion

In this study, we investigated the role of intestinal epithelial FPR2 in intestinal epithelium homeostasis and regeneration, and the associated mechanisms. We found that deletion of *Fpr2* in either IECs or ISCs in mice reduced multiple types of IECs in the small intestine and colon, and reduced villus height and crypt depth. Intestinal epithelial *Fpr2* deficiency delayed intestinal epithelium regeneration after IR and 5-FU-induced intestinal injury by reducing ISC regeneration and TA cell proliferation. Administering an FPR2 agonist to mice significantly increased survival rate and accelerated intestinal epithelium regeneration after irradiation. These results indicate that FPR2 plays a critical role in maintaining intestinal epithelium homeostasis and regeneration after injury. Mechanistic studies revealed that FPR2 activation promotes ISC and TA cell proliferation and differentiation by activating the Wnt, Hippo, and Notch signaling pathways via PKC-ERK.

We found that in *Fpr2^VKO^* mice, intestinal villus length and crypt depth were significantly decreased, accompanied by the reduction of enterocytes, goblet cells, Paneth cells, OLFM4^+^ ISCs, and proli­ferative crypt cells in the small intestine and colon, compared to *Fpr2^f/f^* mice. *Lgr5-Fpr2^KO^* mice showed intestinal epithelium and IEC phenotypes that were similar to those of *Fpr2^VKO^* mice. Since ISCs and TA cells are the only proliferative cells in intestinal crypts, and TA cells are derived from ISCs and differentiate into different types of IECs, the above results indicate that epithelial FPR2 plays a ­critical role in maintaining intestinal epithelium homeostasis by regulating ISC and TA cell proliferation. Consistent with this, our previous collaborative research showed that systemic *Fpr2* ­knockout in mice results in shallower colonic crypts and reduced crypt cell proliferation [20].

To explore the mechanisms involved in the regulation of ISC proliferation by intestinal epithelial FPR2, we performed scRNA-seq of small intestinal crypt epithelial cells from *Fpr2^f/f^* and *Fpr2^VKO^* mice, as well as bulk RNA-seq of small intestinal organoids treated with the FPR2 agonist MMK-1. The scRNA-seq results revealed decreased numbers of enterocytes, TA cells, goblet cells, and Paneth cells in *Fpr2^VKO^* mice. This finding is consistent with reduced expression of marker genes for these cell types in the small intestine, as determined by PAS staining, immunostaining, and RT-qPCR. Analysis of the scRNA-seq data revealed a significant increase in ICs in the small intestinal crypts of *Fpr2^VKO^* mice. These results suggest that *Fpr2* deficiency reduces mature IECs in the small intestinal epithelium by primarily impairing the terminal differentiation of TA cells. A thorough examination of the scRNA-seq-derived transcriptional profile of ICs in *Fpr2^f/f^* and *Fpr2^VKO^* mice indicates that *Fpr2* deficiency inhibits IC proliferation and differentiation, potentially through the downregulation of genes associated with protein synthesis, cell proliferation, and differentiation. Analysis of the ISC transcriptional profile revealed that *Fpr2* deletion downregulated genes involved in the G1/S transition of cell cycle, S-phase DNA replication, and the G2/M transition. Among the ISC subclusters, *Fpr2* deficiency increased the Lgr5 stem cell subcluster consisting of cells in the G1 phase. These results indicate that *Fpr2* deficiency in the intestinal epithelium inhibits ISC proliferation by suppressing the progression of cell cycle from G1 to S and G2/M phases. This conclusion is supported by flow cytometry analysis, which revealed that *Fpr2* deficiency in ISCs inhibited ISC proliferation by blocking cell cycle progression from G1 to S and G2/M phases. Bulk RNA-seq analysis of small intestinal organoids treated with the FPR2 agonist MMK-1 revealed that FPR2 activation significantly increased the expression of genes associated with cell proliferation and ISC differentiation, as well as the expression of genes in Wnt, Notch, and Hippo signaling pathways, via activation of the FPR2−PKC−ERK pathway. 

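Lists of genes fixed before the data were examined were tested in the organoid libraries with limma's camera, which takes a preset correlation of 0.01 between genes, and 11 of 17 lists had an adjusted p of at most 0.05. In splits of the samples that mixed control and MMK-1 libraries, the same test passed 5 to 9 lists. Each of those splits had unequal numbers of MMK-1 libraries in its groups, so part of the treatment difference remained. They therefore cannot give the rate of passes without a treatment. Of 28 cell cycle genes, all were higher with MMK-1, with a median log2 fold change of 0.85 (adjusted p = 4.6e-08), and 2 of the 28 are named in Fig. 6. Of 15 stem cell markers, all were higher, with a median of 1.06 (adjusted p = 1.0e-06). Among these 15, 5 are also named in Fig. 6, whose genes the study chose on these libraries. Wnt target genes were higher in 11 of 12, with a median of 0.98 (adjusted p = 9.2e-04), and 5 of the 12 are named in Fig. 6. The 6 Notch target genes tested were all higher, with a median of 0.66 (adjusted p = 0.0059), and 2 of them are named in Fig. 6. Target genes of MAPK signaling were higher in 15 of 17 (adjusted p = 0.0015), and 2 of the 17 are named in Fig. 6. To that extent the lists are not independent of the genes of Fig. 6. All 11 also passed with fry, a rotation test, which passed 5 further lists. None passed when camera estimated the correlation from these 6 libraries, where the lowest adjusted p was 0.0839. A pass with the preset correlation alone is therefore weak evidence. The paper proposes that FPR2 activation acts on ISCs through the Wnt, Notch and Hippo pathways via PKC and ERK. For this it draws on the higher expression of proliferation, differentiation and pathway genes and on its inhibitor experiments. It also draws on nuclear β-catenin, an FPR2 antagonist, Fpr2 knockout and MMK-1 given to mice.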

The bacterial peptide fMLF has a similar effect to MMK-1 in regulating gene expression and organoid growth and budding. In mice, administration of MMK-1 upregulated these genes, promoted crypt cell proliferation, and increased ISCs in the small intestine. It also increased the villus height and crypt depth of the small intestine. Conversely, we found that these genes were downregulated in the small intestinal organoids and small intestines derived from *Fpr2^VKO^* mice. Analysis of scRNA-seq data revealed that intestinal *Fpr2* deficiency significantly reduced the expression of Wnt3 in Paneth cells and its target genes in ISCs and TA cells, and reduced the expression of Notch ligands and Hippo pathway effector genes in EE and tuft cells. Wnt signaling is crucial for ISC self-renewal and TA cell proliferation, as well as the initiation of differentiation towards secretory IECs and the maturation of Paneth cells [35, 43, 44]. Notch signaling is required for ISC self-renewal, while elevated Notch activity promotes enterocyte differentiation [36]. Therefore, our findings suggest that FPR2 activation promotes ISC and TA cell proliferation by upregulating Wnt3 in Paneth cells and Notch ligands in EE and tuft cells. Additionally, upregulation of Wnt3 contributes to the differentiation initiation of secretory IECs and the maturation of Paneth cells, while upregulation of Notch ligands contributes to the differentiation of absorptive enterocytes. The Hippo−YAP/TAZ pathway contributes to intestinal self-renewal and regeneration after injury by promoting ISC and TA cell proliferation [37]. Activation of the YAP/TAZ pathway stimulates ISC proliferation by binding to the transcription factor transcriptional enhanced associate domains (TEADs) and promotes the differentiation of goblet cells by cooperating with the transcription factor Kruppel-like factor 4 (KLF4) [45]. G protein-coupled receptors stimulate cell proliferation by activating the YAP/TAZ pathway [46]. We found that MMK-1 increased the expression of *Wwtr1* (TAZ), *Tead1*, and *Tead2*, and stimulated small intestinal organoid growth and budding via FPR2. However, analysis of scRNA-seq data of small intestinal crypt ECs revealed that intestinal epithelial *Fpr2* deficiency had no significant effect on the expression of these genes in ISCs and TA cells. These results suggest that FPR2 activation promotes ISC proliferation and differentiation through the YAP/TAZ pathway; however, this pathway is not involved in FPR2-mediated regulation of ISC proliferation and differentiation under physiological conditions.

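In the RNA-seq libraries, a list of 9 tested target genes of YAP and TAZ, the coactivators that bind TEAD factors, had a median log2 fold change of 0.35 with MMK-1, and 8 of the 9 were higher. The median of all genes tested was 0.13. With upper-quartile scaling, the median of the list was 0.15 and that of all genes tested was -0.0045. After correction for GC content, the median of the list was 0.24. The list did not pass the adjusted threshold in limma's camera test (adjusted p = 0.175) and did with fry (adjusted p = 8.7e-06). The pass with fry says little about these genes in particular, since fry passed every list tested except the goblet cell markers. Ccn1, a target gene of YAP and TAZ, rose by 0.89 on the log2 scale. Tead2 had 19, 5 and 19 fragments in the control libraries and 91, 117 and 131 in the MMK-1 libraries.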

The ligands that activate intestinal epithelial FPR2 under phy­siological conditions are not clear. The length of colonic crypts in systemic *Fpr2* knockout (*Fpr2^KO^*) mice was not different from that of WT mice within 30 days of birth, but decreased significantly thereafter [47], suggesting that exogenous factors contribute to colonic epithelium homeostasis via FPR2. Gut microbiota plays an important role in intestinal epithelium homeostasis. Oral ingestion of gut microbiota in germ-free (GF) mice or *Lactobacillus rhamnosus* GG in GF rats increases mitotic cells in small intestinal crypts, the depth of crypts, and the cells in the intestinal villus and crypts [48, 49]. The following evidence supports our hypothesis that intestinal epithelial FPR2 is activated by ligands produced by gut bacteria and IECs under physiological conditions, thereby contributing to intestinal epithelium homeostasis. (ⅰ) Gut microbiota and IECs produce FPR2 agonists, such as bacteria-derived formyl peptides and crypt cell-secreted cathelin-related antimicrobial peptide (CRAMP) [16, 50, 51]. (ⅱ) Intestinal epithelium-specific *Cramp* gene knockout mice have shortened colonic crypts and reduced numbers of goblet cells and proliferative cells in the crypts [50], similar to *Fpr2^KO^* and *Fpr2^VKO^* mice. Our present study revealed that intestinal epithelial *Fpr2* deficiency led to reduced expression of *Cramp* in the intestine (Supplementary Fig. S11). (ⅲ) Deficiency of FPR2 or CRAMP in the intestinal epithelium results in intestinal dysbiosis [47, 50, 52]. CRAMP contributes to colon homeostasis by maintaining the balance of gut microbiota [52]. (ⅳ) Intestinal commensal *Escherichia coli* stimulates *Fpr2* expression in colonic epithelial cells, and *E. coli* products, fMLF, and CRAMP induce IEC proliferation via FPR2 [20, 47, 50]. The present study demonstrated that fMLF upregulates genes associated with cell proliferation and ISC differentiation, and promotes intestinal organoid growth and budding via FPR2.

The intestine is a highly sensitive organ that is injured during radiotherapy and chemotherapy for malignant tumors. We found that intestinal epithelial *Fpr2* deletion delayed small intestinal epithelium regeneration after IR and 5-FU-induced intestinal injury by reducing the regeneration and proliferation of ISCs and the proliferation of TA cells. Recent studies have shown that proliferation of reserve stem cells and dedifferentiation of both secretory/absorptive progenitors and Paneth cells into ISCs contribute to intestinal epithelial regeneration after injury [53]. Whether *Fpr2* deficiency delays intestinal epithelium repair by impairing proli­feration and/or dedifferentiation of these cells requires further investigation. Kim *et al.* reported that the FPR1/2 agonist WKYMVm ameliorates DSS-induced colitis in mice and induces colonic epithelial cell proliferation via FPR2 [54]. Chen *et al.* reported that administration of commensal *E. coli* to GF mice alleviates DSS-induced colon injury by upregulating FPR2 expression in colonic epithelial cells and promoting crypt cell proliferation [47]. These results support that FPR2 is essential for intestinal epithelium regeneration after injury. It has been reported that mitochondrial formyl peptides released from injured tissues are FPR2 agonists [16, 55, 56]. Therefore, mitochondria-derived FPR2 formyl peptides after X-ray and 5-FU-induced intestinal injury may activate FPR2 to stimulate ISC proliferation and differentiation. The present study demonstrated that MMK-1 administration significantly mitigated body weight loss and mortality, and facilitated the regeneration of intestinal villi and crypt after IR-induced injury. These results suggest that FPR2 may serve as a viable therapeutic target for the treatment of radiotherapy-induced intestinal injury.

In summary, the present study identified intestinal epithelial FPR2 as a key regulator of intestinal epithelium homeostasis under physiological conditions and during regeneration following injury. FPR2 activation promotes ISC and TA cell proliferation and differentiation by activating the Wnt, Notch, and Hippo signaling pathways via PKC-ERK. Wnt and Notch signaling pathways are involved in FPR2-mediated regulation of ISC proliferation and differentiation under physiological conditions. FPR2 accelerates regeneration of the intestinal epithelium following radiation and chemotherapy-induced injury by stimulating the proliferation and differentiation of ISCs and TA cells. Therefore, FPR2 is a promising therapeutic target for treating intestinal injury induced by chemotherapy and radiotherapy.

## Limitations of the study

This study identified intestinal epithelial FPR2 as a key regulator of intestinal epithelial homeostasis and regeneration in mice, and revealed that FPR2 promotes ISC and TA cell proliferation and differentiation through the PKC-ERK signaling pathway-mediated upregulation of Wnt3 expression in Paneth cells and Notch ligand expression in EE and tuft cells under physiological conditions. However, the endogenous ligands that activate epithelial FPR2 under physiological conditions and during intestinal epithelial regeneration following injury require further investigation. Additionally, it is unclear whether intestinal epithelial FPR2 functions similarly in humans.

## Materials and methods

### Mice and treatments

*Fpr2^flox/flox^* (*Fpr2^f/f^)* mice on the C57BL/6J background were generated as described previously [57]. *Lgr5-EGFP-IRES-creERT2 (Lgr5-GFP)* mice were obtained from Y.A.Z*. Fpr2^f/f^* mice were crossed with Villin-Cre mice obtained from the Model Animal Research Center of Nanjing University (Nanjing, China) to generate *Fpr2^VKO^* mice, or crossed with *Lgr5-GFP* mice to generate *Fpr2^f/f^; Lgr5-GFP* mice. *Fpr2^f/f^*; *Lgr5-GFP* mice were injected intraperitoneally with tamoxifen (75 mg/kg body weight/day) for 5 days to induce *Fpr2* deletion in ISCs or received the same amount of corn oil as control. To detect IEC proliferation, mice were injected intraperitoneally with BrdU (50 mg/kg body weight), and euthanized after 2 h. The intestines were harvested for immunofluorescence staining of BrdU. To induce intestinal injury, mice were irradiated with a cabinet X-ray irradiator (CIX3, Xstrahl, Surrey, UK) at a dose of 10 or 12 Gy, or were injected intraperitoneally with 5-FU (50 mg/kg body weight/day) for 5 consecutive days. To evaluate the impact of FPR2 activation on intestinal injury repair, mice received intraperitoneal injections of either MMK-1 (10 mg/kg body weight/day) or an equal volume of PBS on the day of 10-Gy IR and for 5 subsequent days. The small intestines were harvested at various timepoints post-IR for histology and gene expression analysis. Mice that received the same dose of MMK-1 and an equal volume of PBS were used to examine the contribution of FPR2 to intestinal epithelium homeostasis. Sex- and age-matched mice aged 8–12 weeks were used for all experiments and randomly allocated to control and treatment groups. Mice were maintained in specific pathogen-free animal facility with *ad libitum* access to food and water. All animal experimental protocols were approved by the Institutional Animal Care and Use Committee of the Shanghai Institute of Nutrition and Health, Chinese Academy of Sciences.

#### H&E staining, TUNEL assay, and immunostaining

Mouse intestinal samples were fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned at 5-μm thickness. Sections were stained with H&E. Goblet cells were stained with a Periodic Acid-Schiff Staining Kit (Beyotime Biotechnology, Shanghai, China) according to the manufacturer’s instructions. Apoptotic cells were determined using a One Step TUNEL Apoptosis Assay Kit (Beyotime Biotechnology, Shanghai, China) according to the manufacturer’s protocol. Cell nuclei were stained with 4’-6-diamidino-2-phenylindole (DAPI). Images were captured using a Revolve inverted integrated fluorescence microscope (RVL-100-G, ECHO, San Diego, CA, USA) or a confocal laser scanning microscope (FV1200, Olympus, Tokyo, Japan). Quantification of villus height, crypt depth, PAS-positive cells, and TUNEL-positive cells was performed using Image-Pro Plus 6.0 software (Media Cybernetics, USA) by analyzing more than six fields per tissue section.

Immunohistochemistry and immunofluorescence staining were performed to detect biomarkers of different IEC types and cell proliferation markers in intestinal sections or intestinal organoids, or β-catenin in small intestinal organoids. Briefly, intestinal sections were deparaffinized, rehydrated, and boiled in citrate solution to retrieve antigens. For immunohistochemical staining, sections were blocked with Enhanced Endogenous Peroxidase Blocking Buffer (Beyotime Biotechnology) and QuickBlock™ Blocking Buffer (Beyotime Biotechnology), followed by incubation with primary antibody overnight at 4°C and secondary antibody for 1 h at room temperature. Positive signals were developed using a DAB substrate kit (Vector Laboratories, Burlingame, CA, USA). The sections were then counterstained with hematoxylin solution. For immuno­fluorescence staining, intestinal sections were blocked with ­QuickBlock™ Blocking Buffer (Beyotime Biotechnology). For immunofluorescence staining of intestinal organoids, organoids cultured in Matrigel were isolated using a gentle cell dissociation reagent (STEMCELL Technologies, Vancouver, BC, Canada), fixed in 4% paraformaldehyde for 30 min, permeabilized with 0.3% Triton X-100 for 30 min, and blocked with QuickBlock™ Blocking Buffer (Beyotime Biotechnology). The procedure for incubation with primary and secondary antibodies in immunofluorescence staining was identical to that in immunohistochemical staining. DAPI was used to stain nuclei. The following primary and secondary antibodies were used: anti-OLFM4 (1:200; 39141, Cell Signaling Technology, Danvers, MA, USA), anti-active β-catenin (1:500; 8814, Cell Signaling Technology), anti-Ki67 (1: 500; 550609, BD Bioscience, San Jose, CA, USA), anti-BrdU (1:500; sc-32323, Santa Cruz Biotechnology, Dallas, TX, USA), anti-lysozyme (1:500; A0099, Dako, Glostrup, Denmark), anti-chromogranin A (1:200; ab283265, Abcam, Cambridge, UK), anti-GFP (1:200; M20004, Abmart, Shanghai, China), HRP-conjugated secondary antibody (1:1000, Beyotime Biotechnology), and Alexa 546 or 488-conjugated secondary antibody (1:500, Invitrogen, Carlsbad, CA, USA). Images were captured using a Revolve inverted integrated fluorescence microscope (RVL-100-G, Echo) or a high-throughput biological tissue processing and analysis system (Vectra 2, PerkinElmer, Waltham, MA, USA). Image-Pro Plus 6.0 software (Media Cybernetic) was used to quantify positive cells in intestinal sections after immunohistochemical and immunofluorescence staining. For immunohistochemical staining, six fields per section were analyzed in *Fpr2^f/f^* and *Fpr2^VKO^* mice, and more than 20 fields per section were analyzed in X-ray and 5-FU-treated mice, as well as in control mice. For immunofluorescence staining, at least 20 fields per section were analyzed. To quantify Ki67 and LYZ-positive signals in intestinal organoids, more than 30 organoids per experimental group were analyzed. More than 20 organoids per experimental group were analyzed to quantify β-catenin-positive signals in intestinal organoids.

### Intestinal organoid culture and treatment

Crypts were isolated from the small intestine as previously described [58], mixed with growth factor-reduced Matrigel (Corning, Corning, NY, USA), plated in pre-warmed 48-well plates, and ­cultured in IntestiCult™ organoid growth medium (STEMCELL Technologies, Vancouver, BC, Canada). The medium was refreshed every 2 days. To determine whether the activation of FPR2 or FPR1 is involved in organoid growth and budding, the organoids were exposed to 1 μmol/L MMK-1 (MedChemExpress, Monmouth ­Junction, NJ, USA) in the presence or absence of FPR2 antagonist WRW4 (10 μmol/L, MedChemExpress); or to 10 μmol/L fMLF (MedChemExpress) in the presence or absence of the FPR1 anta­gonist cyclosporine H (CyH, 1 μmol/L, MedChemExpress). An equal concentration of dimethyl sulfoxide (DMSO) was utilized as a vehicle control. Images of the organoids were captured on the third and fifth day of culture using a Revolve inverted integrated fluorescence microscope (RVL-100-G, Echo). The number of buds per organoid was counted using Image-Pro Plus 6.0 software (Media Cybernetic).

### Western blot analysis

Intestinal organoids were lysed, and protein concentrations were determined by BCA assay. Equal amounts of protein from each sample were then separated via SDS-PAGE, transferred to PVDF membranes, and probed with primary antibodies against FPR2 (1:1000; Novus Biologicals, Centennial, CO, USA) or HSP90 (1:1000; Abcam), followed by HRP-conjugated secondary antibodies. Target protein bands were visualized by chemiluminescence and quantified using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### scRNA-seq, data processing, and data analysis

Crypts were isolated from mouse ileum and dissociated into single cells by incubation with TrypLE Express (Thermo Fisher Scientific, Waltham, MA, USA). Cells were then stained with APC anti-EpCAM (1:200; 118213, BioLegend, San Diego, CA, USA), and IECs were sorted using an ultra-high speed flow cytometry sorter (MoFlo Astrios^EQ^, Beckman Coulter, Brea, CA, USA). The scRNA-seq library construction and sequencing were performed by OE Biotech Co., Ltd (Shanghai, China) using the MobiNova-100 microfluidic platform. Raw sequencing data were processed and aligned to the mm10 mouse reference genome using MobiVision software (version 2.1), with unique mole­cular identifier (UMI) counts summarized for each barcode. The UMI count matrix was then analyzed using the R package Seurat (version 4.0.0) [59], and low quality cells or doublets were removed based on UMI or using the R package DoubletFinder (version 2.0.3) [60]. Further processing of the scRNA-seq data, including normalization, top variable gene identification, and batch effect removal, was performed using the NormalizeData and FindVariableGenes functions in Seurat (version 4.0) and the R bachelor package (version 1.6.3) [61]. Graph-based clusters were identified according to the gene expression profile of cells using the FindClusters function in Seurat and visualized using a *t*-distributed Stochastic Neighbor Embedding (*t*-SNE) algorithm. The FindAllMarkers function was used to identify marker genes of each cluster, and cell clusters were assigned based on known markers of each IEC type. Differentially expressed genes (DEGs) were identified using the FindMarkers function. *P* value < 0.05 and |fold change| > 1.2 were used as thresholds for significant differential expression. The scRNA-seq datasets have been deposited in the GEO database under accession number GSE292802.

### Cell cycle analysis

To determine cell cycle status in scRNA-seq data, we assigned a cell cycle score to each cell using the Cyclone function of the R package scran (version 1.14.3) [62]. Cells were classified as being in G1 phase if the G1 score was > 0.5 and greater than the G2/M score, in G2/M phase if the G2/M score was > 0.5 and greater than the G1 score, and in S phase if neither score was > 0.5.

To examine the cell cycle distribution of ISCs, small intestinal crypts from *Lgr5-Fpr2^f/f^* and *Lgr5*-*Fpr2^KO^* mice were dissociated into single cells using TrypLE Express and filtered through a 40-µm strainer. The cells were fixed in 1% paraformaldehyde, permeabilized and fixed in 70% ethanol at −20°C overnight, and stained with the Cell Cycle and Apoptosis Analysis Kit (PI staining) (MedChemExpress, Monmouth Junction, NJ, USA) according to the manufacturer’s instructions. GFP^high^ ISCs were gated to detect DNA content via a CytoFlex LX flow cytometer (Beckman Coulter, Brea, CA, USA). Cell cycle distribution was analyzed using FlowJo software.

### Pseudotime analysis

Pseudotime analysis of scRNA-seq data was performed using the slingshot R package (version 1.8.0). The dimensionally reduced Seurat object was transformed into a SingleCellExperiment object using the SingleCellExperiment function. A class of cells was selected as the starting cluster for trajectory inference.

### RNA extraction and qPCR analysis

Total RNA was extracted from tissues or intestinal organoids with Trizol (Invitrogen) according to the manufacturer’s instructions and reverse transcribed into cDNA using PrimeScript™ RT reagent kit (Takara, Shiga, Japan). qPCR was performed using Power SYBR™ Green PCR Mix (Thermo Fisher Scientific) on a QuantStudio™ 6 Flex Real-Time PCR System (Thermo Fisher Scientific). The 2^−ΔΔCt^ method was used to calculate the fold change of the target mRNA using *β-actin* as an internal control. Primers used for qPCR are listed in Supplementary Table S2.

### Bulk RNA-seq and data analysis

Small intestinal organoids derived from *Fpr2^f/f^* mice were treated with 1 μmol/L MMK-1 for 5 days. DMSO at the same concentration was used as the vehicle. Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer’s protocol. RNA-seq libraries were constructed using the VAHTS Universal V10 RNA-seq Library Prep Kit (Premixed Version), following the manufacturer’s instructions. RNA-seq was performed by OE Biotech Co., Ltd (Shanghai, China) on an Illumina Novaseq 6000 platform, generating 150-bp paired-end reads. DEGs were identified based on |fold change| ≥ 2 and *P* value ≤ 0.05. KEGG pathway analysis was performed using the hypergeometric test (phyper function) in R. The resulting *P* values were corrected for multiple testing using the q value package (Bioconductor). KEGG pathways with a corrected *P* value (*q*-value) ≤ 0.05 were considered significantly enriched in the candidate gene set. Raw RNA-seq data were available at GEO (GSE310387).

### Statistical analysis

Data are expressed as mean ± SEM of at least three independent experiments. Statistical significance between two groups was determined by two-tailed Student’s *t* test or one- or two-way ANOVA with Tukey’s post-test using GraphPad Prism software (version 9.0). A *P* value less than 0.05 was considered statistically significant.

## Supplementary Material

loaf045_Supplementary_Data

## Data Availability

All data relevant to the study are provided in the article or Supplemental Information. The scRNA-seq and bulk RNA-seq datasets generated in this study are deposited in the Gene Expression Omnibus (GEO) database under accession numbers GSE292802 and GSE310387, respectively.

# Supplementary material for: Intestinal epithelial formyl peptide receptor 2 contributes to intestinal epithelium homeostasis and injury repair by regulating intestinal stem cell and transit-amplifying cell proliferation and differentiation
**Source:** Life Metab. 2025 Dec 24;5(3):loaf045. doi: 10.1093/lifemeta/loaf045
**Supplement:** loaf045_Supplementary_Data

## Supporting Information

### **Intestinal epithelial formyl peptide receptor 2 contributes to intestinal epithelium homeostasis and injury repair by regulating intestinal stem cell and transit-amplifying cell proliferation and differentiation**

Shuting Yu, Lele Song, Wunier, Shuyu Ouyang, Youpeng Ding, Lixing Zhan, Yi Arial Zeng, Yingying Le

#### **This file includes:**

1. Supplementary Figures S1–S11.
2. Supplementary Table S1–S2.

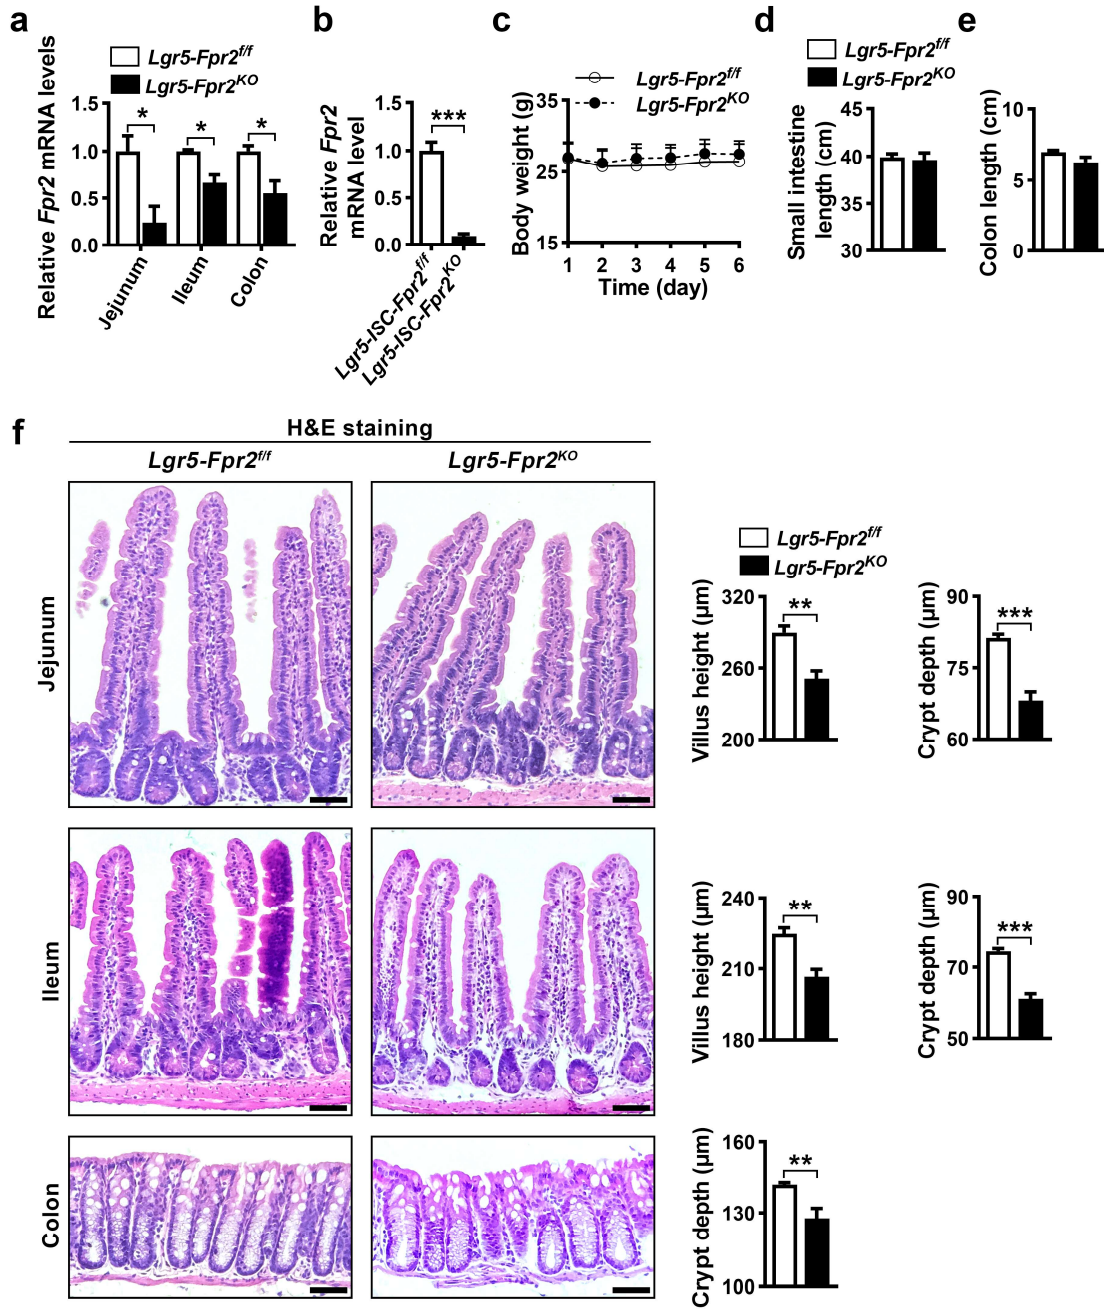

**Supplementary Figure S1** *Fpr2* deficiency in mouse intestinal stem cells impairs intestinal epithelium homeostasis. (a) Expression of *Fpr2* in intestinal tissues of tamoxifen-induced intestinal stem cell-specific *Fpr2* knockout mice (*Lgr5-Fpr2<sup>KO</sup>*) and control mice (*Lgr5-Fpr2<sup>ff</sup>*) determined by RT-qPCR analysis. *n* = 3 mice/group. (b) The expression of *Fpr2* in intestinal stem cells (ISCs) from the small intestines of *Lgr5-Fpr2<sup>ff</sup>* and *Lgr5-Fpr2<sup>KO</sup>* mice determined by RT-qPCR analysis. *n* = 3 mice/group. (c) Body weight of *Lgr5-Fpr2<sup>ff</sup>* and *Lgr5-Fpr2<sup>KO</sup>* mice after tamoxifen injection. *n* = 9 mice/group. (d and e) Length of the small intestine (d) and colon (e) in *Lgr5-Fpr2<sup>ff</sup>* and *Lgr5-Fpr2<sup>KO</sup>* mice after tamoxifen injection for 5 days. (f) Representative H&E staining images of jejunal, ileal, and colonic sections from *Lgr5-Fpr2<sup>ff</sup>* and *Lgr5-Fpr2<sup>KO</sup>* mice (left) and quantification of villus height and crypt depth (right). *n* = 6 for *Lgr5-Fpr2<sup>ff</sup>* mice; *n* = 5 for *Lgr5-Fpr2<sup>KO</sup>* mice in (d-f). Scale bar, 50  $\mu$ m. Data are presented as mean  $\pm$  SEM, \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001, by unpaired two-tailed Student's *t* test.

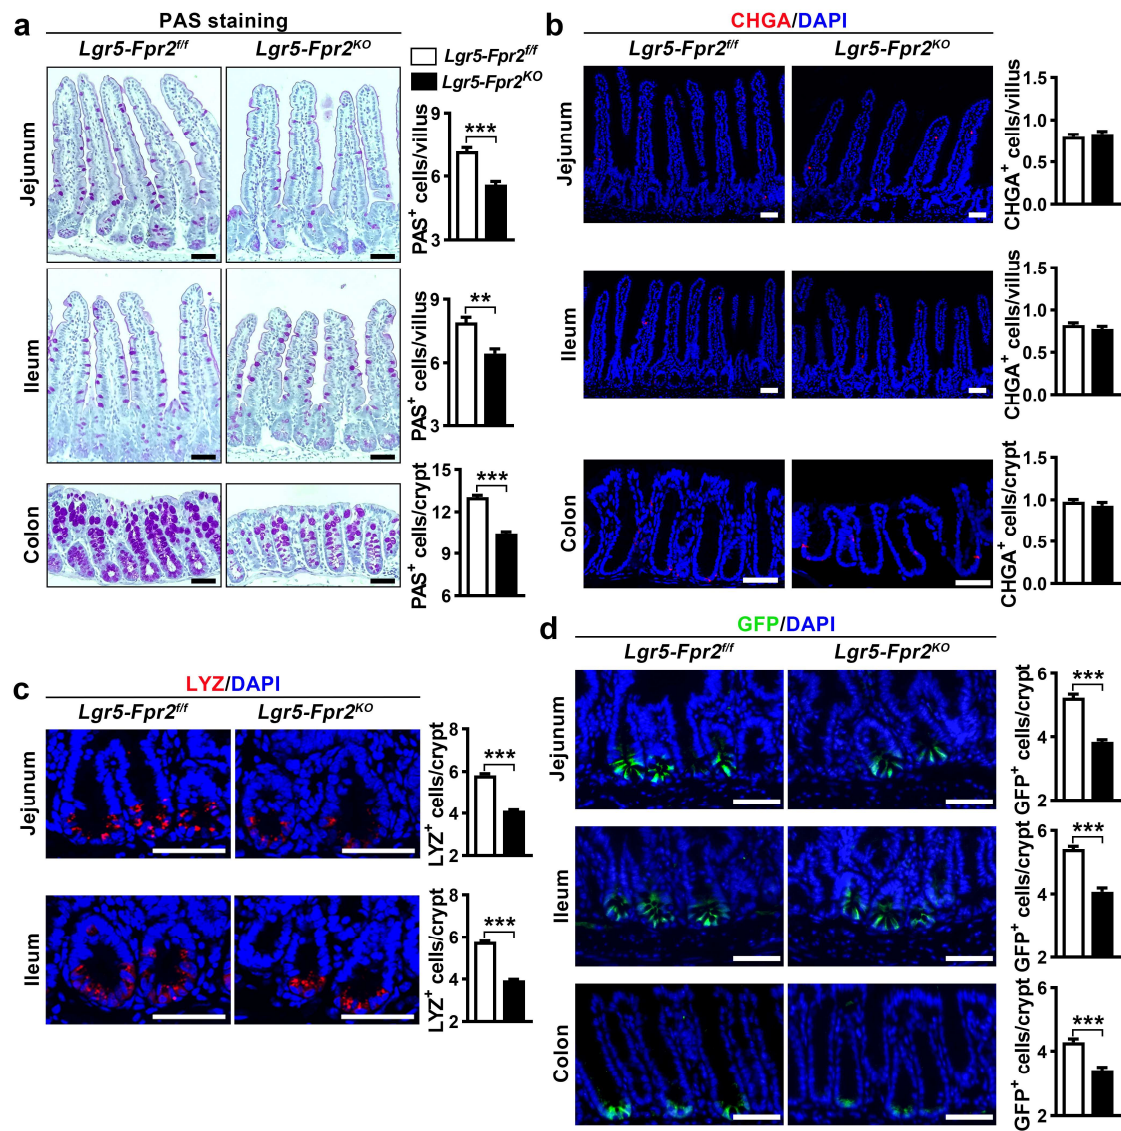

**Supplementary Figure S2** Alteration of intestinal epithelial cells in intestinal stem cell-specific *Fpr2*-deficient mice. (a) Representative periodic acid-Schiff (PAS) staining images of jejunal, ileal, and colonic sections from *Lgr5-Fpr2<sup>fl/fl</sup>* and *Lgr5-Fpr2<sup>KO</sup>* mice, with quantification of positive cells. (b–d) Representative immunofluorescence staining images for chromogranin A (CHGA) (b), lysozyme (LYZ) (c), and GFP (d) in sections of jejunum, ileum, and colon from *Lgr5-Fpr2<sup>fl/fl</sup>* and *Lgr5-Fpr2<sup>KO</sup>* mice, with quantification of positive cells.  $n = 6$  for *Lgr5-Fpr2<sup>fl/fl</sup>* mice;  $n = 5$  for *Lgr5-Fpr2<sup>KO</sup>* mice. Scale bar, 50  $\mu\text{m}$ . Data are expressed as mean  $\pm$  SEM. \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ , by unpaired two-tailed Student's  $t$  test.

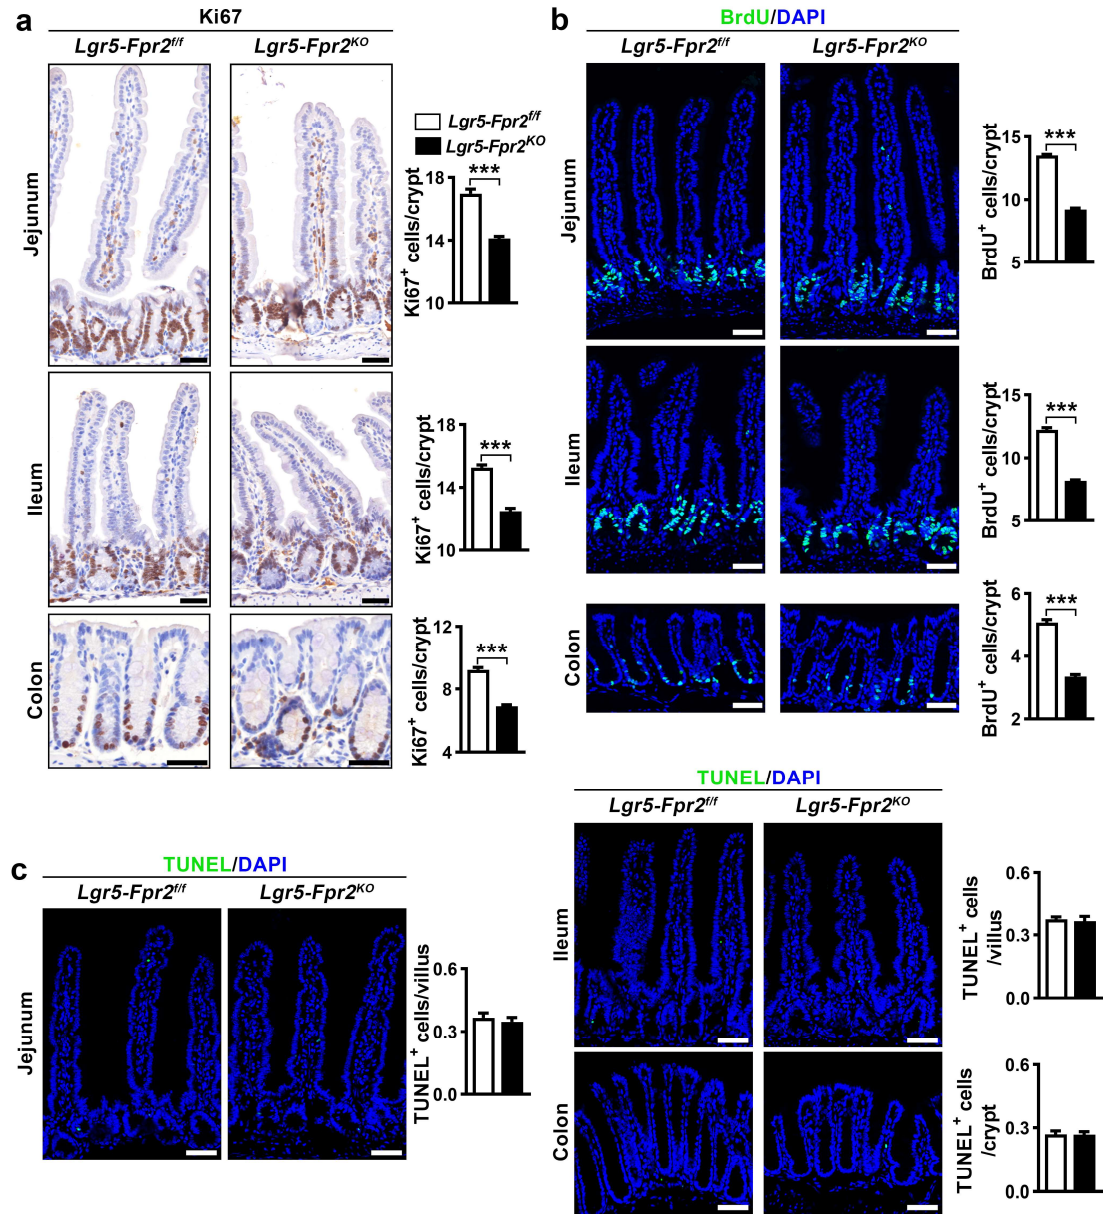

**Supplementary Figure S3** *Fpr2* deficiency in mouse intestinal stem cells reduces cell proliferation in intestinal crypts. (a) Representative images of Ki67 immunohistochemical staining in sections of jejunum, ileum, and colon from *Lgr5-Fpr2<sup>ff</sup>* and *Lgr5-Fpr2<sup>KO</sup>* mice, with quantification of positive cells. (b) Representative immunofluorescence staining images of BrdU in sections of jejunum, ileum and colon after intraperitoneal injection of BrdU for 2 h in *Lgr5-Fpr2<sup>ff</sup>* and *Lgr5-Fpr2<sup>KO</sup>* mice, with quantification of positive cells. *Lgr5-Fpr2<sup>ff</sup>* mice:  $n = 6$ ; *Lgr5-Fpr2<sup>KO</sup>* mice:  $n = 5$  in (a) and (b). (c) Representative TUNEL assay images of jejunal, ileal, and colonic sections from *Lgr5-Fpr2<sup>ff</sup>* and *Lgr5-Fpr2<sup>KO</sup>* mice, with quantification of TUNEL<sup>+</sup> apoptotic cells (green).  $n = 4$  mice/group. Scale bar, 50  $\mu$ m. Data are expressed as mean  $\pm$  SEM, \*\*\*  $P < 0.001$ , by unpaired two-tailed Student's  $t$  test.

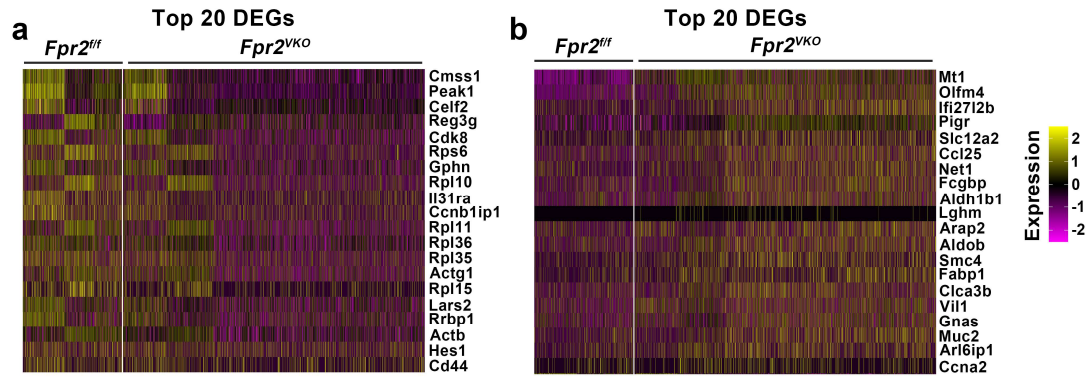

**Supplementary Figure S4** Effect of intestinal epithelial *Fpr2* deletion on gene expression in immature intestinal epithelial cells. Single epithelial cells were isolated from the small intestinal crypts of *Fpr2<sup>fl/fl</sup>* and *Fpr2<sup>VKO</sup>* mice for single-cell RNA sequencing. (a and b) Heatmaps showing the top 20 most significantly downregulated (a) and upregulated (b) genes, respectively, in the immature cell cluster of *Fpr2<sup>fl/fl</sup>* mice compared to *Fpr2<sup>VKO</sup>* mice. *n* = 3 mice/group. DEGs, differentially expressed genes.

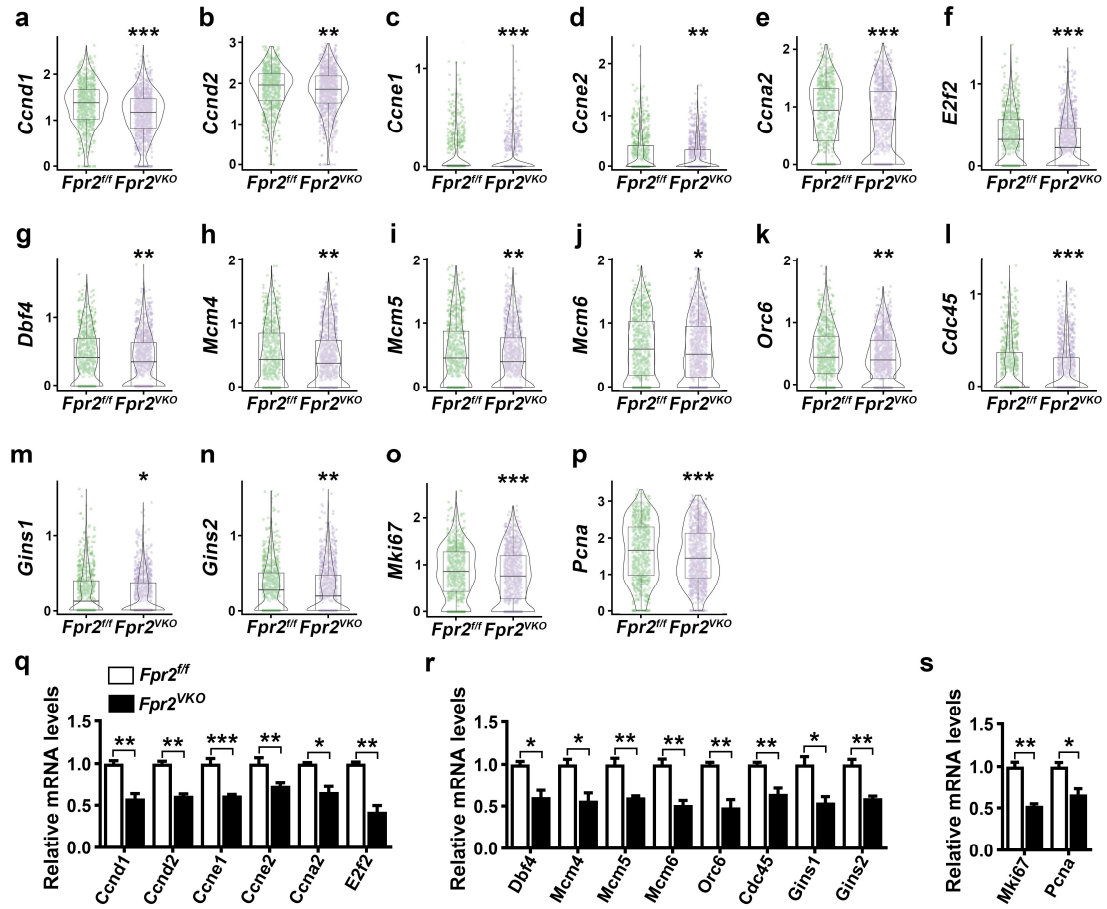

**Supplementary Figure S5** *Fpr2* deficiency in mouse intestinal epithelium impairs cell cycle progression and proliferation of intestinal stem cells. Expression of genes involved in cell cycle progression and proliferation in stem cell cluster detected by single-cell RNA sequencing (a–p) and in ileal crypts detected by RT-qPCR analysis (q–s) in *Fpr2*<sup>fl/fl</sup> and *Fpr2*<sup>VKO</sup> mice.  $n = 3$  mice/group. Data are presented as mean  $\pm$  SEM, \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ , by unpaired two-tailed Student's  $t$  test.

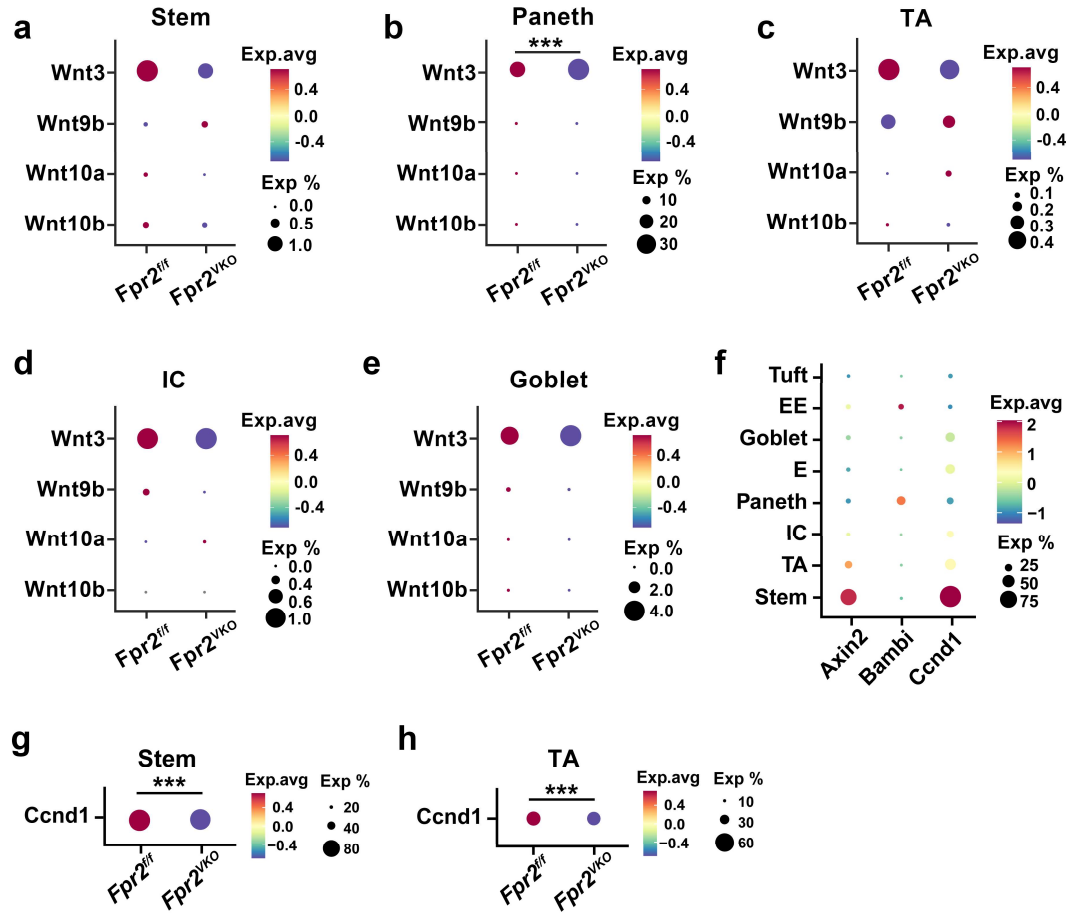

**Supplementary Figure S6** Effect of intestinal epithelial *Fpr2* deletion on expression of Wnt signaling pathway genes in intestinal epithelial cells. Single epithelial cells were isolated from the small intestinal crypts of *Fpr2<sup>fl/fl</sup>* and *Fpr2<sup>VKO</sup>* mice for single-cell RNA sequencing. The dot plots show the mean signature scores of the Wnt signaling pathway genes in the indicated cell clusters from *Fpr2<sup>fl/fl</sup>* and *Fpr2<sup>VKO</sup>* mice.  $n = 3$  mice/group. \*\*\* $P < 0.001$ , by unpaired two-tailed Student's  $t$  test. Stem, intestinal stem cells; TA, transit-amplifying cells; IC, immature cells; Paneth, Paneth cells; E, enterocyte cells; Goblet, Goblet cells; EE, enteroendocrine cells; Tuft, tuft cells.

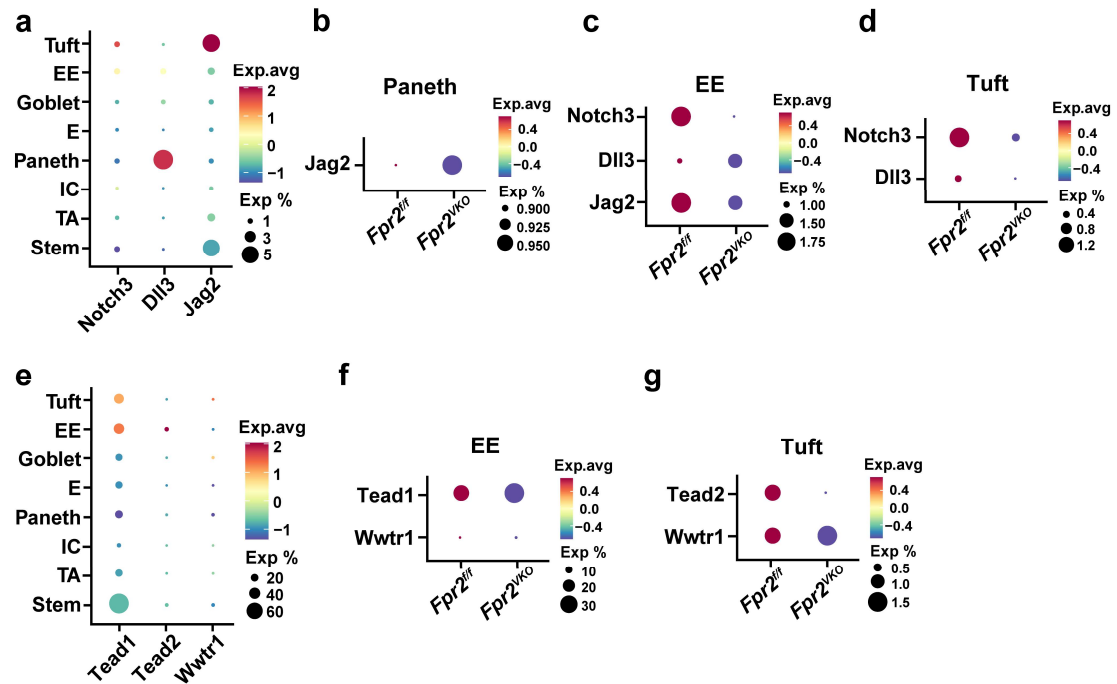

**Supplementary Figure S7** Effect of intestinal epithelial *Fpr2* deletion on expression of Notch and Hippo signaling pathway genes in intestinal epithelial cells. Single epithelial cells were isolated from the small intestinal crypts of *Fpr2<sup>fl/fl</sup>* and *Fpr2<sup>V/KO</sup>* mice for single-cell RNA sequencing. The dot plots illustrate the mean signature scores of Notch (a–d) and Hippo (e–g) signaling pathway genes in the indicated cell clusters from *Fpr2<sup>fl/fl</sup>* and *Fpr2<sup>V/KO</sup>* mice. Stem, intestinal stem cells; TA, transit-amplifying cells; IC, immature cells; Paneth, Paneth cells; E, enterocyte cells; Goblet, Goblet cells; EE, enteroendocrine cells; Tuft, tuft cells.

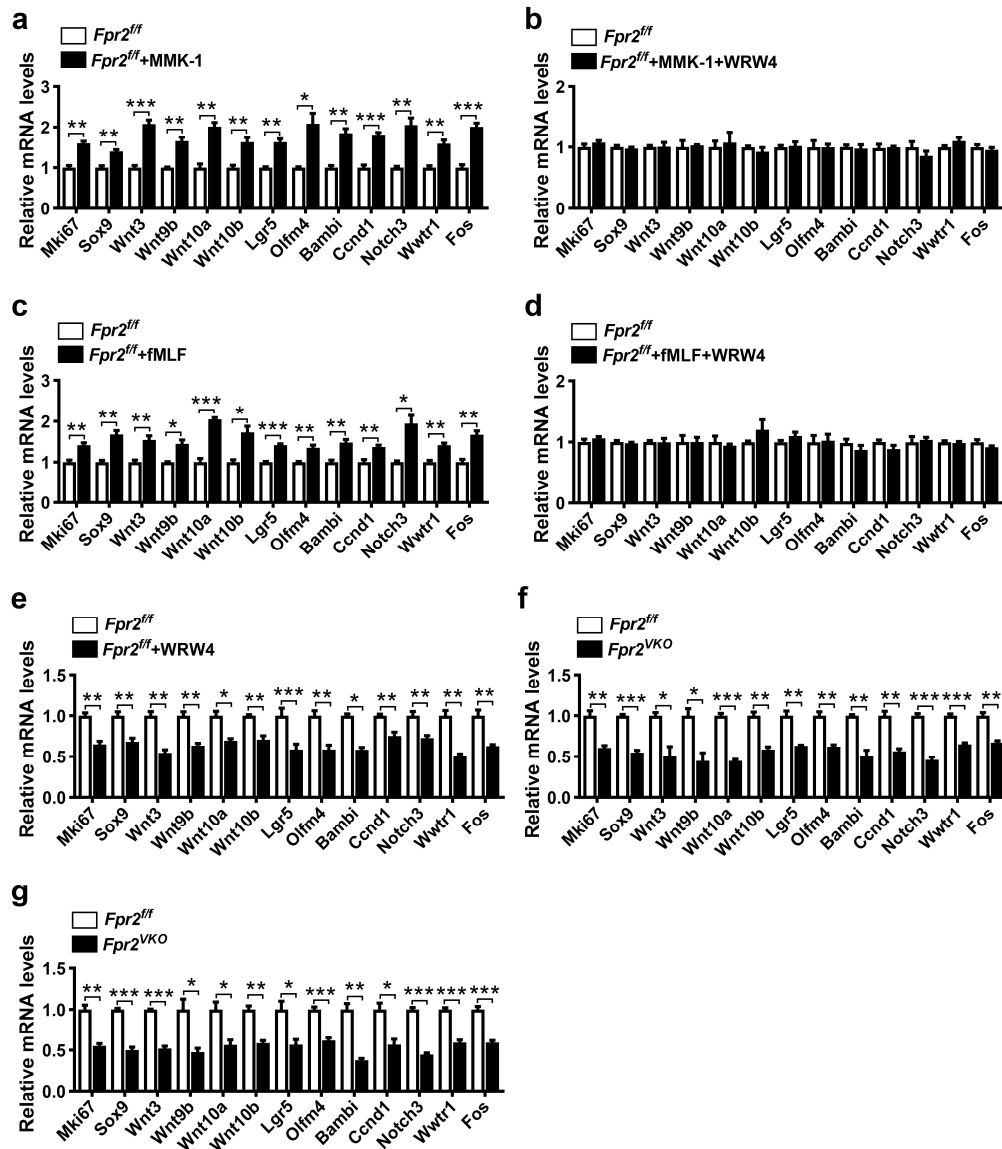

**Supplementary Figure S8** Activation of FPR2 regulates the expression of genes involved in intestinal stem cell proliferation and differentiation in mouse small intestinal organoids and small intestine. (a–e) RT-qPCR analysis of the expression of the cell proliferation marker *Mki67*, the intestinal stem cell differentiation-related gene *Sox9*, and the genes involved in the Wnt (*Wnt3*, *Wnt9b*, *Wnt10a*, *Wnt10b*, *Lgr5*, *Olfr4*, *Bambi*, and *Ccnd1*), Notch (*Notch3*), Hippo (*Wnt1*), and MAPK (*Fos*) signaling pathways, in *Fpr2<sup>ff</sup>* mouse small intestinal organoids treated with either 1  $\mu$ mol/L MMK-1 or 10  $\mu$ mol/L fMLF, with or without the FPR2 antagonist WRW4 (10  $\mu$ mol/L). (f and g) RT-qPCR analysis of the aforementioned genes in small intestinal organoids (f) and small intestinal crypts (g) of *Fpr2<sup>ff</sup>* and *Fpr2<sup>VKO</sup>* mice.  $n = 3$  mice/group. Data are presented as mean  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ , by unpaired two-tailed Student's  $t$  test.

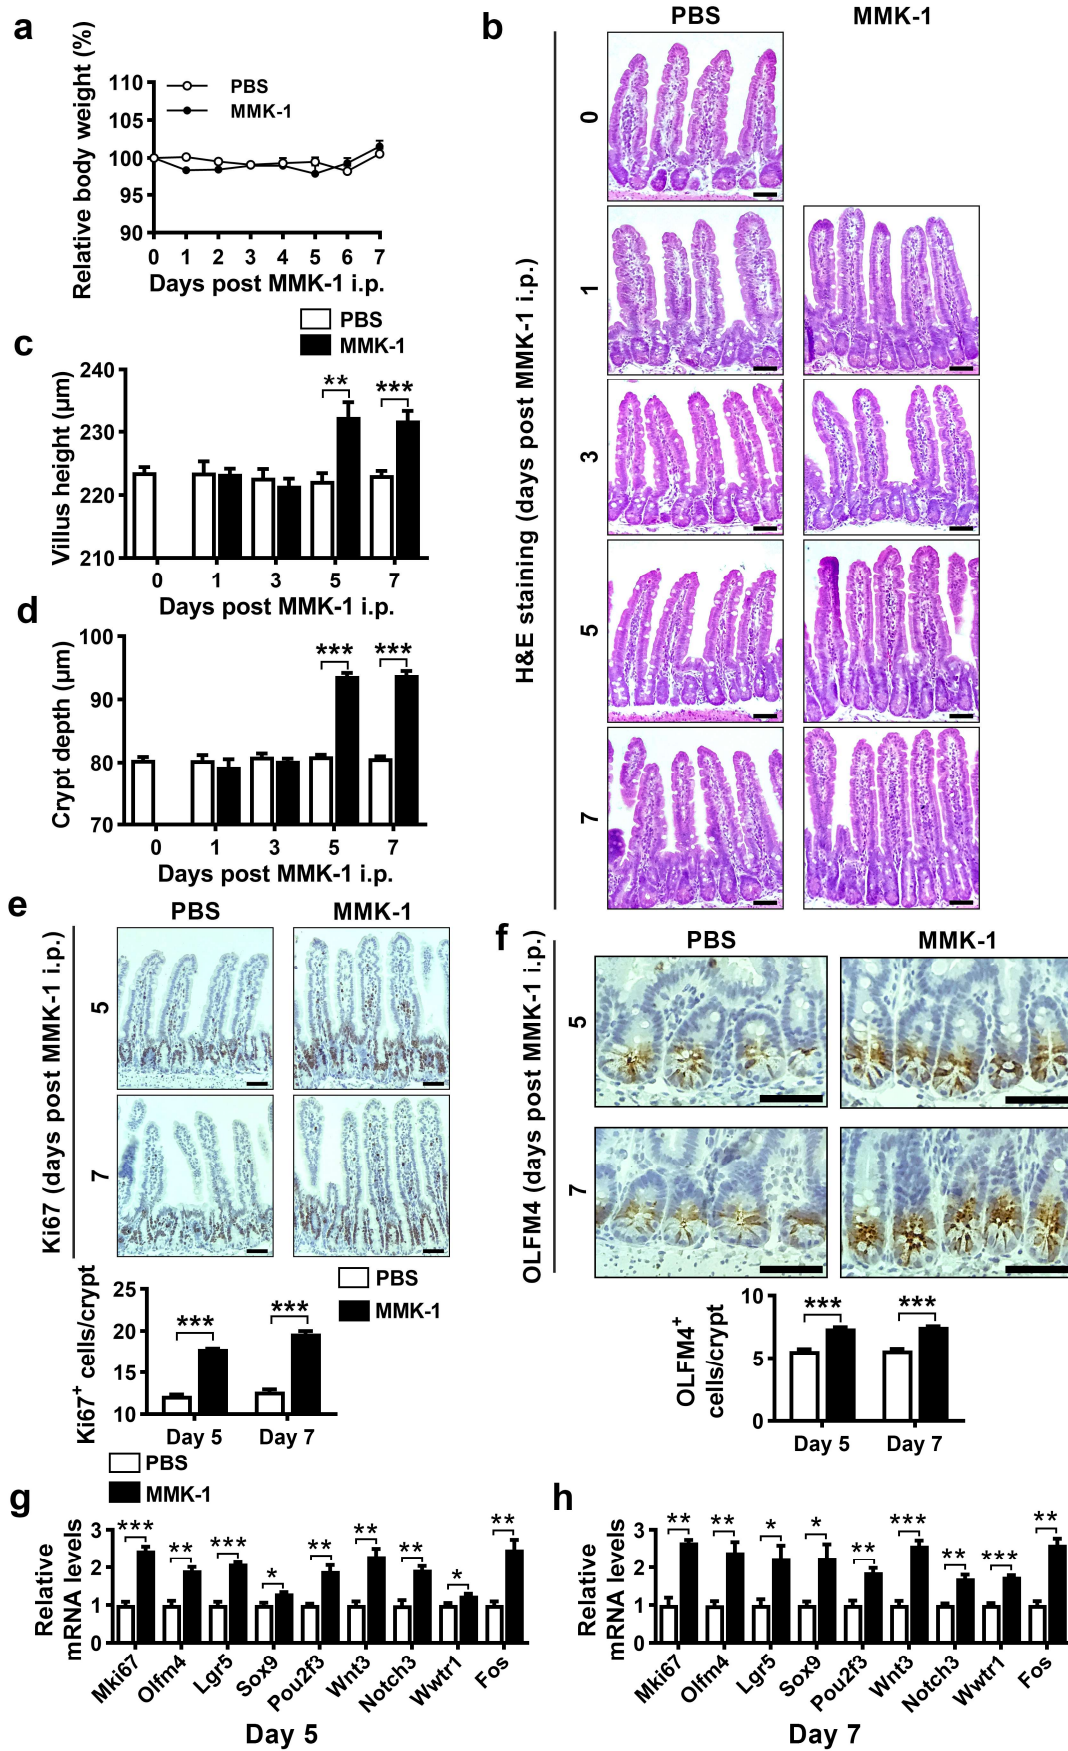

**Supplementary Figure S9** Effect of FPR2 activation on intestinal epithelium homeostasis. Mice were injected intraperitoneally with MMK-1 (10 mg/kg body weight/day) or an equal volume of PBS for 5 days. The small intestines were harvested at various time points after injection for analysis. (a) Body weight changes in mice after MMK-1 or PBS treatment. (b–d) Representative H&E staining images of small intestinal sections from PBS- and MMK-1-treated mice (b), as well as quantification of villus height (c) and crypt depth (d). (e and f) Representative immunohistochemical staining images of Ki67 (e) and OLFM4 (f) in small intestinal sections from MMK-1- or PBS-treated mice, with quantification of positive cells.  $n = 6$  mice/group. (g and h) RT-qPCR analysis of the cell proliferation marker *Mki67*, intestinal stem cell (ISC) markers (*Olfm4* and *Lgr5*), ISC differentiation-related genes (*Sox9* and *Pou2f3*), and the genes involved in the Wnt (*Wnt3*), Notch (*Notch3*), Hippo (*Wwtr1*), and MAPK (*Fos*) signaling pathways, in the ileum of MMK-1- or PBS-treated mice.  $n = 3$  mice/group. Scale bar, 50  $\mu$ m. Data are presented as mean  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$  by unpaired two-tailed Student's  $t$  test.

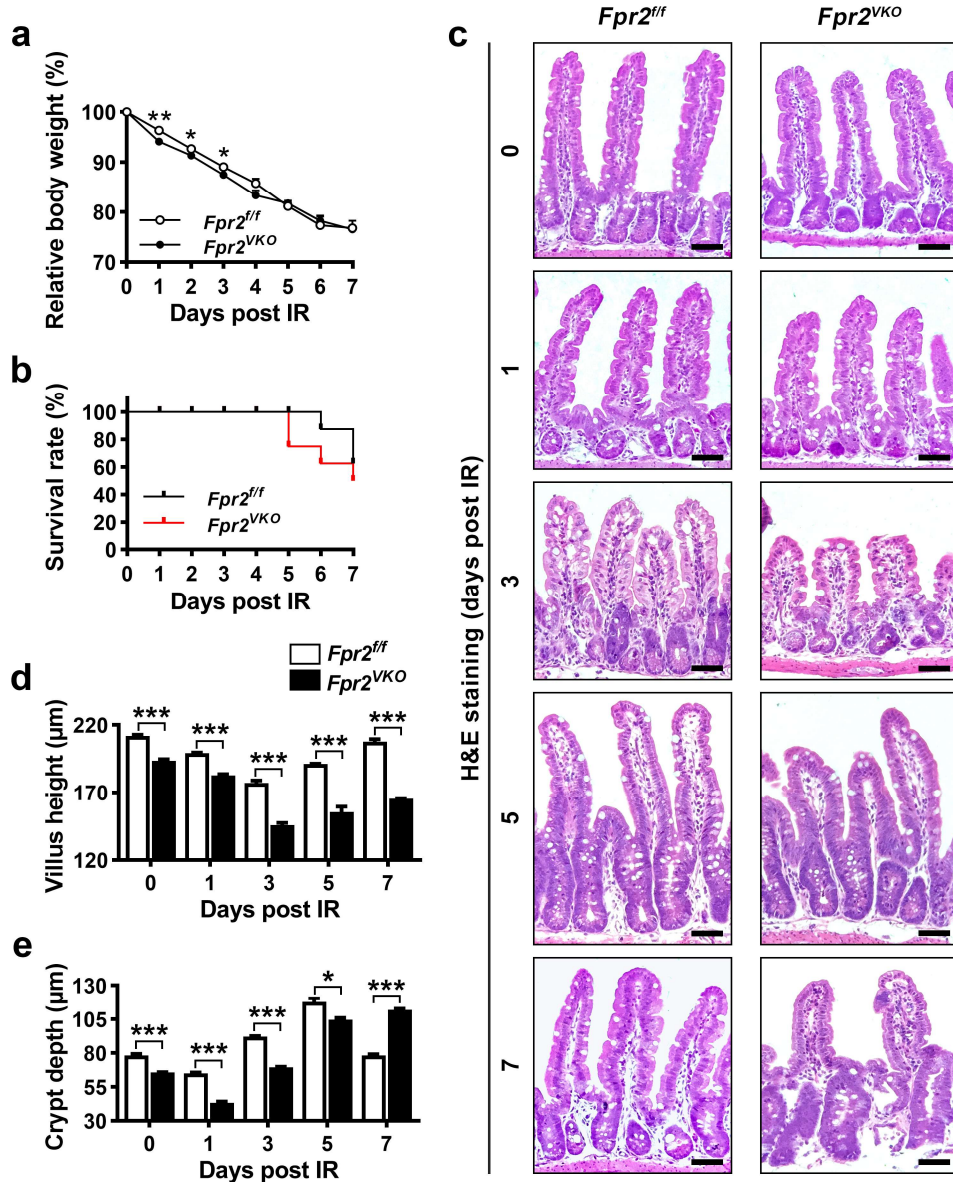

**Supplementary Figure S10** *Fpr2* deficiency in intestinal epithelial cells reduces the survival rate of mice and impairs regeneration of the intestinal epithelium following injury induced by irradiation. *Fpr2<sup>fl/fl</sup>* and *Fpr2<sup>VKO</sup>* mice were exposed to 10 Gy X-rays and their small intestines were harvested for analysis at various time points post-irradiation (IR). (a and b) Body weight (a) and survival rate (b) of *Fpr2<sup>fl/fl</sup>* and *Fpr2<sup>VKO</sup>* mice after IR. (c–e) Representative H&E staining images of small intestine sections from *Fpr2<sup>fl/fl</sup>* and *Fpr2<sup>VKO</sup>* mice after IR (c), and quantification of villus height (d) and crypt depth (e).  $n = 3$  mice/group on days 0, 1, and 5 after IR;  $n = 6$  mice/group on days 3 and 7 after IR. Scale bar, 50  $\mu\text{m}$ . Data are presented as mean  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ , by unpaired two-tailed Student's  $t$  test.

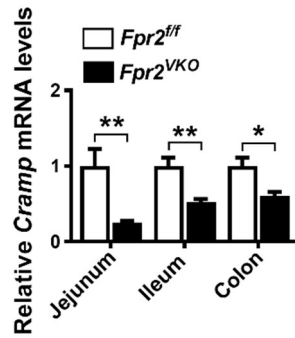

**Supplementary Figure S11** Intestinal epithelial *Fpr2* deficiency reduces *Cramp* expression in the small intestine. Expression of *Cramp* in intestinal tissues of *Fpr2<sup>fl/fl</sup>* and *Fpr2<sup>VKO</sup>* mice was determined by RT-qPCR.  $n = 6$  mice/group. Data are presented as mean  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$ , by unpaired two-tailed Student's  $t$  test.

**Supplementary Table S1 Predicted FOS binding sequence in the promoter region of genes.**

| Gene         | Predicted FOS binding sequence |
|--------------|--------------------------------|
| <i>Wnt3</i>  | GTGAATCA                       |
| <i>Axin2</i> | GTGACCCA                       |
| <i>Sox9</i>  | GTGACTCA                       |
| <i>Bambi</i> | GTGATTAA                       |
| <i>Tead1</i> | GTGAGAAA                       |
| <i>Tead2</i> | GTGACCCA                       |
| <i>Wwtr1</i> | GTGCCTCA                       |

**Supplementary Table S2 Primer sequences for RT-qPCR analysis.**

| Genes        | Primer sequences (5'→3')                                |
|--------------|---------------------------------------------------------|
| Mouse actin  | F: GCTTCTAGGCGGACTGTTACT<br>R: GCCTTCACCGTTCCAGTTTTT    |
| <i>Alpi</i>  | F: GGTCAAGGCCAACTACAAGA<br>R: CACGGTACATCACTGAGAAGAC    |
| <i>Axin2</i> | F: TGA CTCTCCTTCCAGATCCCA<br>R: TGCCACACTAGGCTGACA      |
| <i>Bambi</i> | F: GATCGCCACTCCAGCTACTTC<br>R: GCAGGCACTAAGCTCAGACTT    |
| <i>Ccna2</i> | F: GCCTTCACCATTTCATGTGGAT<br>R: TTGCTCCGGGTAAAGAGACAG   |
| <i>Ccnd1</i> | F: GCGTACCCTGACACCAATCTC<br>R: CTCCTCTTCGCACTTCTGCTC    |
| <i>Ccnd2</i> | F: GAGTGGGAACTGGTAGTGTTG<br>R: CGCACAGAGCGATGAAGGT      |
| <i>Ccne1</i> | F: GTGGCTCCGACCTTTCAGTC<br>R: CACAGTCTTGTCATCTTGGCA     |
| <i>Ccne2</i> | F: ATGTCAAGACGCAGCCGTTTA<br>R: GCTGATTCTCCAGACAGTACA    |
| <i>Cdc45</i> | F: GATTTCCGCAAGGAGTTCTACG<br>R: TACTGGACGTGGTCACACTGA   |
| <i>Chga</i>  | F: ATCCTCTCTATCCTGCGACAC<br>R: GGGCTCTGGTTCTCAAACACT    |
| <i>Cramp</i> | F: GCTGTGGCGGTCACTATCAC<br>R: TGTCTAGGGACTGCTGGTTGA     |
| <i>Dbf4</i>  | F: AATAAGATACAGTGTCGGGTCCC<br>R: GTCCTTCTGGAAATTGGGCTC  |
| <i>Dll3</i>  | F: CTGGTGTCTTCGAGCTACAAAT<br>R: TGCTCCGTATAGACCGGGAC    |
| <i>E2f2</i>  | F: ACGGCGCAACCTACAAAGAG<br>R: GTCTGCGTGTAAGCGAAGT       |
| <i>Elk1</i>  | F: TCCTGGACCTCACGGGATG<br>R: GGGTAGGACACAACTTGTAGAC     |
| <i>Fos</i>   | F: CGGGTTTCAACGCCGACTA<br>R: TTGGCACTAGAGACGGACAGA      |
| <i>Fpr2</i>  | F: CCGTCCTTTACGAGTCCTTACA<br>R: CAGGAGGTGAAGTAGAACTGGT  |
| <i>Gins1</i> | F: ATGTTCTGCGAAAAAGCTATGGA<br>R: TCACATCAGACTGGTTTTGTTC |
| <i>Gins2</i> | F: GAGGTGGAGTTTTTGCCGAA<br>R: GGTAAGCCGGGGTTGAAGG       |

|               |                                                         |
|---------------|---------------------------------------------------------|
| <i>Jag2</i>   | F: CTGTGCAGCGTGTTTCAGTG<br>R: GTGTCCACCATACGCAGATAAC    |
| <i>Lgr5</i>   | F: CCTACTCGAAGACTTACCCAGT<br>R: GCATTGGGGTGAATGATAGCA   |
| <i>Lyz1</i>   | F: GAGACCGAAGCACCGACTATG<br>R: CGGTTTTGACATTGTGTTTCGC   |
| <i>Mcm4</i>   | F: GAGGAAAGCAGGTCGTCACC<br>R: AGGGCTGGAAAACAAGGCATT     |
| <i>Mcm5</i>   | F: CAGAGGCGATTCAAGGAGTTC<br>R: CGATCCAGTATTCACCCAGGT    |
| <i>Mcm6</i>   | F: GCTGTTCTAGACTTCCTGGA<br>R: CAACCAGCGTGTTTCTCTCAG     |
| <i>Mki67</i>  | F: ATCATTGACCGCTCCTTTAGGT<br>R: GCTCGCCTTGATGGTTCCT     |
| <i>Muc2</i>   | F: ATGCCACCTCCTCAAAGAC<br>R: GTAGTTTCCGTTGGAACAGTGAA    |
| <i>Notch3</i> | F: TGCCAGAGTTCAGTGGTGG<br>R: CACAGGCAAATCGGCCATC        |
| <i>Olfm4</i>  | F: CAGCCACTTTCCAATTTCACTG<br>R: GCTGGACATACTCCTTCACCTTA |
| <i>Orc6</i>   | F: AGAAGCAGTGAACCTGGCTG<br>R: GCGGCAGTGGTGAAAAGTG       |
| <i>Pcna</i>   | F: TTGCACGTATATGCCGAGACC<br>R: GGTGAACAGGCTCATTCTCTCT   |
| <i>Pou2f3</i> | F: CTGGAACAGTAACGTCATCCTG<br>R: AGTTCATTGCTGCTTTGGAGTT  |
| <i>Sox9</i>   | F: AGTACCCGCATCTGCACAAC<br>R: ACGAAGGGTCTCTTCTCGCT      |
| <i>Wnt3</i>   | F: AGCGTAGCAGAAGGTGTGAAG<br>R: CCAGGTGGCCCCTTATGATG     |
| <i>Wnt9b</i>  | F: CTGGTGCTCACCTGAAGCAG<br>R: CCGTCTCCTTAAAGCCTCTCTG    |
| <i>Wnt10a</i> | F: GCTCAACGCCAACACAGTG<br>R: CGAAAACCTCGGCTGAAGATG      |
| <i>Wnt10b</i> | F: GAAGGGTAGTGGTGAGCAAGA<br>R: GGTTACAGCCACCCCATTC      |
| <i>Wwtr1</i>  | F: CATGGCGGAAAAAGATCCTCC<br>R: GTCGGTCACGTCATAGGACTG    |

How the deposited data were processed for this re-analysis (not part of the article)

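RNA was sequenced from small intestinal organoids treated with MMK-1 or with vehicle, with 3 libraries in each group and 6 in all. The authors deposited FPKM values, which divide the fragments on each gene by its length and by the total of the library. No further scaling between libraries is stated, and for these libraries the paper's text does not name the aligner, the counting tool, the annotation or the genome build. Genes were identified by the NCBI symbols and gene numbers of the table, and KEGG pathways were taken from its annotation columns. Coordinates come from GENCODE vM21 on GRCm38 and can differ from those of the authors' annotation.

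The FPKM values of a gene are whole numbers of fragments multiplied by a single factor for each library. The relative depth of the libraries, the fragments of all 21397 genes and the library totals were computed from this property. Gene lengths implied by the result were within 0.1 of a whole number for 99.99% of genes, and the fragments on listed genes made up 99.7% of the total in each library. The totals lay between 35512739 and 37537463 fragments. In simulated libraries with known fragments, 99.99% of 21397 genes were recovered up to a factor shared by all libraries. Counting error is the only error that a number of fragments covers, and a count of 0 was read as at most 3 fragments.

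The design fixed before the data were examined set a count test for a table of counts and limma-trend for a table of FPKM, and the latter was used. The test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a pseudocount of 1, over genes with a mean FPKM of at least 1, without a block for replicate numbers. Genes were called at a fold change of at least 2 and p of at most 0.05, and separately at a Benjamini-Hochberg adjusted p of at most 0.05. Pathways with at least 3 tested genes were tested by the hypergeometric test against all genes tested. Gene lists with at least 3 tested genes were tested with limma's camera with a preset correlation of 0.01. Permutation tests of single genes were exact and two-sided. The genes to be named were every gene of Fig. 6 and of the paper's lists for single-cell and marker analyses, the 5 genes with the largest change in each direction among those with an adjusted p of at most 0.05, a fold change of at least 2, a mean FPKM of at least 1 and groups that did not overlap, and the members of each reported list with the 3 largest changes in each direction, and not all of them are given singly.

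GC content and length were taken from GENCODE transcripts, which matched 98.7% of the genes tested. Trends on GC content or length were removed from each library by local regression with a span of 0.3. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the recovery of fragments, the tests on single libraries and the plot.

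The fits were tested on simulated libraries around the control means of the real genes, in which 200 genes were changed. Of these, limma-trend called 98% at a fold change of at least 2 and p of at most 0.05 among 10375 genes tested, and 0 of the unchanged genes, while 14 unchanged genes had an adjusted p of at most 0.05. Every changed gene was set past the fold threshold and above the FPKM filter, and all genes had the same dispersion. Far more genes differed in the real libraries, so these rates do not cover genes near the threshold or the filter. A planted pathway and a planted list were found among 201 sets, with no other set past the threshold. Most genes of the planted set were changed and the other sets were drawn at random. The simulation therefore does not cover correlated lists or pathways with few changed genes. Alternatives covered the scaling between libraries, the filter on low values, the pseudocount, the unit, a replicate block, leaving out each replicate, the thresholds, the pathway background and the set test, and a correction for GC content or length.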

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

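The list tests, the upper-quartile fit and the test of downregulated genes for pathways were planned, and the tests of explanations in this part, including the use of planned fits as such tests, were chosen after the results they concern had been seen. The results below lie mostly in genes that the paper does not discuss for these organoids, and 1 gene of the Paneth list, Wnt3, and 1 of the enteroendocrine list, Neurog3, are named in Fig. 6.

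Enterocyte markers were lower with MMK-1. Of 23 tested markers, 20 were lower, and the median log2 fold change of the list was -1.52 (adjusted p = 2.6e-12 in limma's camera test). The median was -1.61 after correction for GC content, -1.59 after correction for gene length and -1.68 after upper-quartile scaling, so these trends do not account for the fall. A smaller share of enterocytes with unchanged expression in each cell would lower their abundant transcripts by similar amounts. The log2 fold changes of the 5 most abundant markers spanned 2.79, from 0.17 for Fabp1 to -2.62 for Apoa1, where the largest standard error was 0.0521. A change in the state of enterocytes may underlie the fall, and this hypothesis was found and tested in the same libraries.

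Interferon target genes were also lower. Of 9 tested genes, 8 were lower, with a median log2 fold change of -1.19 (adjusted p = 6.1e-06 in limma's camera test). The median was -1.40 after correction for GC content and -1.29 after upper-quartile scaling. Over 16 interferon target genes, those under the FPKM filter included, the median was 3.42 FPKM in controls and 0.114 FPKM with MMK-1. Immune cells in the control organoids would bring their own transcripts, but the median of 13 immune markers in controls was 0.0177 FPKM, and the highest, Cd68, reached 3.17 FPKM, against a median of 3.42 FPKM for 16 interferon target genes. Ptprc and Tyrobp, which leukocytes share, were at 0.00757 and 0.0310 FPKM in controls, which argues against immune cells as the source of the interferon target genes. Both tested immune markers were nonetheless lower with MMK-1, with a log2 fold change of -0.96 for Cd68 and -0.79 for Itgam, and Csf1r fell from 0.152 to 0.00703 FPKM. The immune list was lower at an adjusted p of 0.0393 among genes with at least 10 fragments and 0.0214 with limma-voom, and at 0.0774 to 0.153 in the other fits that could test it. These immune genes were singled out after their values were seen, and the source of Cd68, Itgam and Csf1r was not tested. A lower interferon response of epithelial cells with MMK-1 is a candidate explanation that was not tested further.

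Paneth cell markers were higher, with 12 of 13 tested genes higher and a median log2 fold change of 1.41 (adjusted p = 4.9e-04 in limma's camera test). Enteroendocrine markers were higher in 21 of 21, with a median of 0.44 (adjusted p = 0.0016 in the same test). The Paneth median was 1.33 after correction for GC content, and the enteroendocrine median was 0.33 after upper-quartile scaling. A smaller share of enterocytes would raise the other cell types alike. The median of 14 goblet cell markers was 0.22, with quartiles of -0.25 and 0.36, while the quartiles of the Paneth list were 0.83 and 1.78, which argues against this explanation for the whole Paneth rise. The quartiles of the enteroendocrine list were 0.28 and 0.67 and overlap those of the goblet list, so an enteroendocrine response cannot be told apart from a smaller share of enterocytes. Reads shared by near-identical defensin genes may have been split by the authors' counting, and Defa26 and other defensins are uncertain for that reason. Itln1, which is also a Paneth list gene, rose by 2.54 on the log2 scale. A rise in the number or the activity of Paneth cells stays open.

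On the log2(FPKM + 1) scale, the genes with the largest changes outside Fig. 6 were Tubb2b, with a log2 fold change of 3.66, Cybrd1 with 3.36 and Lypd8l with 2.66 among those that rose. Among those that fell, the log2 fold change was -5.05 for Reg3b, -3.89 for Clec2h, -3.44 for Slc15a1, -3.26 for Mt4 and -3.22 for Sardh. The smallest size of these changes was 2.50 after correction for GC content and 2.56 after upper-quartile scaling, so neither accounts for them. Reads shared with paralogs were not tested and stay open for Lypd8l, Reg3b and Clec2h.

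Downregulated genes were enriched in 42 pathways, led by drug metabolism by cytochrome P450 with 23 of 41 genes (adjusted p = 1.6e-20 by the hypergeometric test). Antigen processing and presentation held 9 genes (adjusted p = 3.2e-04). Of these pathways, 38 stayed enriched with upper-quartile scaling and 37 after correction for GC content.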

How the results depend on the processing

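The alternatives on scaling, filters, pseudocount, replicate block, leaving out replicates, thresholds, background and set test were set before the data were examined. The limma-voom fits, the fit of every gene above 0 with a pseudocount of 0.1, the corrections for GC content and gene length and the background of genes with a KEGG term were chosen after seeing the data. The tests planned for a table of counts, DESeq2, TMM and glmTreat, were not run on FPKM values, and limma's treat took the place of glmTreat.

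The numbers of genes depended on the scale. The 358 upregulated genes became 223 with upper-quartile scaling, 676 with a pseudocount of 0.1, 1502 with a fold change of at least 1.5 and 139 with treat against a fold change of 2. With every gene above 0 and a pseudocount of 0.1 there were 1097, with limma-voom 1388, with limma-voom and median-of-ratios scaling 1018, after GC correction 213 and after length correction 236. The 385 downregulated genes became 855 with a fold change of at least 1.5, 228 with treat, 818 with every gene above 0 and a pseudocount of 0.1, 899 with limma-voom and 1105 with median-of-ratios scaling. The corrections for GC content and length also centre each library and are comparable with upper-quartile scaling. At an adjusted p of at most 0.05, 4409 genes were higher and 4498 lower with limma-voom and median-of-ratios scaling. After GC correction the numbers were 3743 and 3970, against 5118 and 2606 in the main test. No gene called in the main test was called in the opposite direction under any alternative that refitted the libraries. Of the 31 genes of Fig. 6, 19 had a fold change of at least 2 with every gene above 0 and a pseudocount of 0.1, 21 with limma-voom and 19 with median-of-ratios scaling, against 11. The depth limits the genes near the floor, such as Wwtr1 and Dll3, whose fold changes depend on the pseudocount.

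The 6 enriched pathways became 3 with a pseudocount of 0.1, 13 with every gene above 0 and a pseudocount of 0.1, 2 after GC correction, 10 against all genes of the table, 2 against genes with a KEGG term and 42 among downregulated genes. With each replicate left out in turn, 0 to 5 pathways were enriched. The 0 came without MMK-1 replicate 3, where 32 pathways had an unadjusted p of at most 0.05, and without MMK-1 replicate 2 there were 3. The adjusted p of MAPK signaling was 0.19 with a pseudocount of 0.1, 0.209 with limma-voom, 0.0805 with median-of-ratios scaling and 0.0694 after GC correction, and 0.0116 to 0.0713 with each replicate left out, the highest without MMK-1 replicate 3. The adjusted p of Wnt signaling was 0.0156 with every gene above 0 and a pseudocount of 0.1 and 0.0805 to 1 under the other alternatives. Notch signaling held fewer genes than expected by chance with a pseudocount of 0.1 (adjusted p = 1), and no alternative brought it past the threshold. Among downregulated genes, MAPK, Wnt, Notch, Hippo, Ras and Rap1 signaling all had an adjusted p of 1. The causes of these changes were not tested.

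With the correlation estimated by camera, 0 of 17 gene lists passed, and 10 had an unadjusted p of at most 0.05. The list of goblet markers, which was not past the threshold in any camera fit, changed its direction relative to other genes in 6 fits, with adjusted p of 0.923 with upper-quartile scaling, 0.800 with every gene above 0, 0.898 without MMK-1 replicate 2 (0.826 to 0.942 with each replicate left out), 0.811 with every gene above 0 and a pseudocount of 0.1, 0.906 after GC correction and 0.704 after length correction. The genes that the paper names from immature cells of knockout mice did so with median-of-ratios scaling (adjusted p = 0.964). Chga changed its sign to -0.11 with upper-quartile scaling, -0.11 with median-of-ratios scaling, -0.053 after GC correction and -0.022 after length correction. Among the other named pathways, 13 values were weaker and 4 stronger; among gene lists, 11 were weaker and 5 stronger; among named genes, 6 were weaker and 22 outside the main test moved.

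With the replicate number as a replicate block, 359 genes were upregulated and 385 downregulated, and 5024 were higher and 2543 lower at an adjusted p of at most 0.05. Whether the numbers pair the samples is not stated in the paper's text. Deviations of libraries with the same number correlated by 0.0253, -0.0400 and 0.0279. No shared deviation was seen, which cannot exclude pairing.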

Differences from the paper's values

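The paper reports 964 upregulated genes, and 358 were found here. The paper reports 997 downregulated genes, and 385 were found here. Of the alternatives set before the data were examined, the number of upregulated genes came within 1.5 times the paper's with a pseudocount of 0.1 (676), and the number of downregulated genes with a fold change of at least 1.5 (855). Others set before the data were examined did not. Alternatives chosen after seeing the values came within 1.5 times of both: every gene above 0 with a pseudocount of 0.1 (1097 and 818), limma-voom on the fragments (1388 and 899) and limma-voom with median-of-ratios scaling (1018 and 1105).

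The enrichment score of Hippo signaling in multiple species was about 5.6 in Fig. 6b, read by eye, and the ratio here was 3.10. Of the alternatives set before the data were examined, it was 4.18 with every gene above 0, 4.93 with a pseudocount of 0.1, 4.43 against all genes of the table, 3.76 without MMK-1 replicate 1 and 4.36 without MMK-1 replicate 3, all within 1.5 times. With every gene above 0 and a pseudocount of 0.1, chosen after seeing the values, it was 5.58, and with limma-voom, also chosen then, 3.75 and with median-of-ratios scaling 3.98. Other alternatives moved it away from the figure, to 2.78 with upper-quartile scaling, 2.61 after GC correction and 2.35 after length correction, the lowest ratio. The score of Notch signaling was about 2.8 in Fig. 6b, read by eye, and the ratio here was 1.37. It was 2.198 with upper-quartile scaling, 1.88 with every gene above 0 and 1.99 against all genes of the table, and, with corrections chosen after seeing the values, 2.30 for GC content and 2.08 for length. Other alternatives moved it away from the figure, among them a pseudocount of 0.1 with 0.726, the lowest ratio, and leaving out MMK-1 replicate 3 with 1.15. The paper does not define the score, which was taken as the ratio of shares.

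The paper states that Wnt, Notch and Hippo signaling were enriched among upregulated genes. Their adjusted p here was 0.882, 1 and 0.459. These are Benjamini-Hochberg values for 358 upregulated genes, while the paper used q values for 964, so the tests are not alike. With limma-voom and median-of-ratios scaling, chosen after seeing the values, 1018 genes were upregulated. The adjusted p of Wnt, Notch and Hippo signaling was then 0.0805, 0.591 and 0.281 by the hypergeometric test. With every gene above 0 and a pseudocount of 0.1, chosen after seeing the values, Wnt signaling had an adjusted p of 0.0156 and Hippo signaling in multiple species 0.0041, within ranges over all alternatives of 0.0156 to 1 and 0.0041 to 1. Hippo signaling in multiple species had 0.0332 with limma-voom, chosen in the same way. No setting that was run brought Notch signaling past the threshold.

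The paper names Gfi1 among the upregulated transcription factors. It had 0.577 FPKM with MMK-1 and 0.498 FPKM in controls, and its adjusted p was 0.363 with every gene above 0 and 0.387 with limma-voom, within a range of 0.275 to 0.795 over the fits that included it. The volcano plot of Fig. 6a places Rspo4 among upregulated genes. Its adjusted p was 0.0572 with every gene above 0 and 0.0366 when a pseudocount of 0.1 was used with it, which was chosen after seeing the values. Of the 21 tested genes of Fig. 6, 10 rose by less than 2-fold on the scale used, namely Mki67, Pcna, Ccnd2, Ccne1, Hes1, Atoh1, Spdef, Neurog3, Wnt3 and Elk1. The pseudocount of 1 lowers the fold of genes with low FPKM, and the plain FPKM ratio was 3.81 for Wnt3, 2.39 for Elk1 and 2.04 for Neurog3. Wnt3 and Elk1 passed 2-fold with a pseudocount of 0.1, with log2 fold changes of 1.76 and 1.19, and Wnt3 also without control replicate 3, with 1.01. With alternatives chosen after seeing the values, Wnt3 and Elk1 passed with every gene above 0 and a pseudocount of 0.1 and with both limma-voom fits, and Neurog3 with limma-voom on library totals, with 1.03. The other 7 passed 2-fold in none of the fits. In the RT-qPCR of Fig. 6d, the bar of Ccne2 is lower with MMK-1 than in controls, while Ccne2 was higher in the RNA-seq libraries, with a log2 fold change of 1.41.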

Other observations

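The tests of gene lists in this part were planned, and the tests on MMK-1 replicate 3 and on other splits of the samples were chosen after the results they concern had been seen.

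MMK-1 replicate 3 stood apart from the other two MMK-1 libraries. Across 10638 genes, which are not independent replicates, its deviation from them correlated with GC content (Spearman's rho 0.489), while the same correlation was -0.0957, 0.0597 and 0.0446 in the control libraries. The chi-square per degree of freedom between MMK-1 replicates 1 and 3 fell from 38.0 to 19.2 when the GC trend was removed, against 3.55 between replicates 1 and 2, so GC content may account for part of the difference but not for the whole. Thinning replicate 3 to the depth of replicate 1 left it at 37.0. The totals of replicates 1 and 3 were 35512739 and 37143595 fragments, so close that thinning could change little and cannot decide on depth. Control RNA mixed into replicate 3 cannot be told apart from no mixing: the median share of control RNA was 0.795% from genes that fell and 2.68% from genes that rose, with quartiles on both sides of 0 in each. The tenth of genes with the lowest GC content had a median log2 ratio to controls of 0.54 and 0.54 in MMK-1 replicates 1 and 2 and 0.23 in replicate 3. Whether that rise is a response to MMK-1 cannot be told apart from a GC trend, since a single library differs. Mitochondrial genes, singled out after their values were seen, differed at similar GC content. ND2, with a GC content of 35.7%, was 3.14, 2.74 and 1.12 times its control level in MMK-1 replicates 1, 2 and 3, while ND4, with 35.6%, was 0.902, 0.945 and 0.849 times its control level.

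The 6 libraries can be split into groups of 3 in 10 ways, so no share under 0.1 was possible. The real split gave the most in each of 5 counts, which is 1 of 10 splits each time. It gave 743 genes at a fold change of at least 2 and p of at most 0.05, where other splits gave at most 1. It gave 7724 genes at an adjusted p of at most 0.05 against 0 in the other splits, which had 7 to 92 genes at an unadjusted p of at most 0.05, 11 genes of Fig. 6 against 0, and 42 enriched pathways, in the direction with more of them, against 0. It gave 11 gene lists past the threshold, where other splits gave 5 to 9, so camera with its preset correlation passed lists also where the groups were mixed. Each of those splits still put unequal numbers of MMK-1 libraries in its groups, so part of the treatment difference remained.

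The 16 cell cycle genes that the paper names from its single-cell data on Fpr2-deficient crypts were all higher with MMK-1 (median log2 fold change 0.84, adjusted p = 4.8e-05 in limma's camera test), and 7 of them are also named in Fig. 6. The Wnt genes of the paper's supplementary RT-qPCR had 4 tested members, all higher (adjusted p = 0.0037 in the same test). All 4 are named in Fig. 6 as higher in these libraries, so this test adds no independent evidence. Besides the target genes of YAP and TAZ (adjusted p = 0.175), the lists not past the adjusted threshold in this test were the genes that the paper names from immature cells of knockout mice (adjusted p = 0.558), markers of fetal and regenerative epithelium (0.597), the markers of Fig. 2 (0.565), TNF and NF-κB target genes (0.182) and goblet cell markers (0.904). Among the markers of Fig. 2, Lyz1 had a log2 fold change of 1.87, Alpi of -0.96, Muc2 of -0.35 and Chga of 0.05.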
